# The major urinary protein gene cluster knockout mouse as a novel model for translational metabolism research

**DOI:** 10.1038/s41598-022-17195-y

**Published:** 2022-08-01

**Authors:** Sarah Greve, Gisela A. Kuhn, Mara D. Saenz-de-Juano, Adhideb Ghosh, Ferdinand von Meyenn, Katrin Giller

**Keywords:** Fat metabolism, Homeostasis

## Abstract

Scientific evidence suggests that not only murine scent communication is regulated by major urinary proteins, but that their expression may also vary in response to metabolism via a yet unknown mechanism. Major urinary proteins are expressed mainly in the liver, showing a sexually dimorphic pattern with substantially higher expression in males. Here, we investigate the metabolic implications of a major urinary protein knockout in twelve-week-old male and female C57BL/6N mice during ad libitum feeding. Despite both sexes of major urinary protein knockout mice displayed numerically increased body weight and visceral adipose tissue proportions compared to sex-matched wildtype mice, the main genotype-specific metabolic differences were observed exclusively in males. Male major urinary protein knockout mice exhibited plasma and hepatic lipid accumulation accompanied by a hepatic transcriptome indicating an activation of lipogenesis. These findings match the higher major urinary protein expression in male compared to female wildtype mice, suggesting a more distinct reduction in energy requirements in male compared to female major urinary protein knockout mice. The observed sex-specific anabolic phenotype confirms a role of major urinary protein in metabolism and, since major urinary proteins are not expressed in humans, suggests the major urinary protein knockout mouse as a potential alternative model for translational metabolism research which needs to be further elucidated.

## Introduction

The mouse major urinary protein (Mup) family comprises at least 21 functional low molecular weight (18–19 kDa) isoforms encoded by a genomic region of 2.2 mbp on chromosome 4^1^. Due to their common ancestry, the sequences of the Mup isoforms are highly homologous^2^. The Mup belong to the group of lipocalins which are characterized by a conserved β-barrel structure, serving as transporters for a variety of hydrophobic ligands comprising pheromones, steroid hormones, retinoids, and lipids^1^. The Mup are predominantly expressed in the liver in a sexually dimorphic pattern with several times higher expression in males than in females^1^ and have been shown to be multihormonally regulated by testosterone, growth hormone, and thyroxine^3–5^. In addition to hepatic Mup expression, Mup is expressed in several secretory tissues, most notably in the submaxillary gland^6,7^, while the Mup expression occurring in other tissues is negligible^3^. Following their release into the systemic circulation, Mup are excreted via the urine where they account for approximately 90% of the total protein content in males and ensure a controlled release of pheromones from the urinary scent marks^1^. In addition to this important role in scent communication with conspecifics, an association of Mup with metabolism has also been reported. Reduced Mup expression and concomitantly lower Mup plasma concentrations were found in obese and diabetic mice^8,9^, and under conditions of decreased energy intake^10–13^. Lower levels of Mup may impair pheromone signaling and thus may contribute to the reduced reproductive activity observed during excessive energy intake as well as energy deprivation^14–16^. Both states are associated with elevated circulating free fatty acids (FFA)^17,18^, thus suggesting that FFA might act as regulatory factors for Mup synthesis^19^. In addition to being regulated by metabolism, Mup seem to be involved in regulating metabolism vice versa. Application of recombinant Mup1 to genetically obese and diet-induced obese mice improved insulin sensitivity via the suppression of the key gluconeogenic enzymes glucose-6-phosphatase (G6pc) and carbohydrate-responsive element-binding protein (Chrebp) as well as the lipogenic enzymes stearoyl-CoA desaturase-1 (Scd1) and fatty acid synthase (Fasn)^8^. Studies on the metabolic implications of Mup are scarce but those available continuously point towards a potentially crucial regulatory role of Mup in murine metabolism. It seems likely that the particularly high synthesis rate of hepatic Mup, especially in male mice^20^, requires high amounts of energy that can be saved during food scarcity by downregulation of Mup synthesis. This aligns well with previous observations^10,13^ and would decrease energy requirements to counteract energy restriction. Importantly, humans do not possess a functional Mup gene^2^ and thus lack this potential buffering system. Regarding the suggested role of Mup as a regulator of energy metabolism, the lack of Mup in humans might contribute to the recognized limitations of transferring metabolism-related research results obtained from studies in mice to the human physiology^21,22^. The implication of Mup becomes even more important when the sexually dimorphic murine Mup synthesis is considered^5^, supporting the nowadays widely acknowledged perception that ideally, mouse experiments should be performed in both sexes to obtain more valid data^23^. A Mup knockout (Mup-KO) mouse might be a better model organism for human nutrition than the commonly used mouse models with inter- and intraindividually varying expression and synthesis of the different Mup isoforms.

The present study is the first one to investigate the role of Mup in murine metabolism by deleting Mup using CRISPR/Cas9 (total Mup-KO) in male and female C57BL/6N mice. We hypothesized that (i) the presumed reduction in energy requirements by the Mup-KO results in an anabolic phenotype compared to wildtype (WT) mice, (ii) the metabolic changes mediated by the Mup-KO affect both the hepatic transcriptome and epigenome, and (iii) the effects of the Mup-KO are more pronounced in males than in females due to the higher hepatic Mup production in male compared to female WT mice. The results of the present study contribute to understanding the sex-specific metabolic implications of murine Mup and point towards the potential use of the Mup-KO mouse as an improved animal model for human metabolism research.

## Results

### The Mup gene cluster was successfully deleted to produce homozygous C57BL/6N Mup-KO mice

The deletion of the whole Mup gene cluster was mediated by CRISPR/Cas9 using sgRNAs targeted upstream of Mup4 (sg1) and downstream of Mup21 (sg2) (Fig. 1a). 

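In the GENCODE M21 annotation of GRCm38, the genome build to which the authors aligned their RNAseq reads, 22 genes named Mup and a number lie on chromosome 4 between positions 59956804 and 62150863. The closest expressed gene before the cluster is sorting nexin 30 (Snx30, ENSMUSG00000028385, 59805840 to 59904737), which ends 52067 bp before the first Mup gene. On the other side, zinc finger protein 37 (Zfp37, ENSMUSG00000028389, 62189540 to 62231047) starts 38677 bp after the last one. Hepatic RNAseq counts were obtained in 6 mice each of mWT, mKO, fWT and fKO, and 23 genes within 1 Mb of the cluster were expressed above the filter used for testing. The expression of Zfp37 was 4.29 ± 1.58 CPM (SD, n = 6) in mKO and 0.365 ± 0.129 CPM (SD, n = 6) in mWT mice. Its log2 fold change was 3.54 (standard error 0.319, adjusted p = 3.17e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 6 mKO mice exceeded all mWT mice. In females, Zfp37 was expressed at 0.407 ± 0.165 CPM (SD, n = 6) in fKO and 0.381 ± 0.205 CPM (SD, n = 6) in fWT mice, a log2 fold change of 0.14 (standard error 0.385, adjusted p = 0.981 in the same model). The KO effect differed between the sexes by 3.40 on the log2 scale (standard error 0.514, adjusted p = 0.00562 for the interaction). Stretches of at least 50 bases in the transcripts of 18 other genes are at least 90% identical to Zfp37. The longest of them, in Scarb1, has 67 bases, against reads of 100 bp, and none is more than 92.2% identical. The count files do not show whether such genes shared reads. Of the 22 other genes within 1 Mb, 0 had an adjusted p-value under 0.05 in males, 2 had an unadjusted p-value under 0.01 and 3 had one under 0.05. Their log2 fold changes ranged from −0.21 to 0.32 in males and from −0.32 to 0.42 in females.

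**Figure D1:**
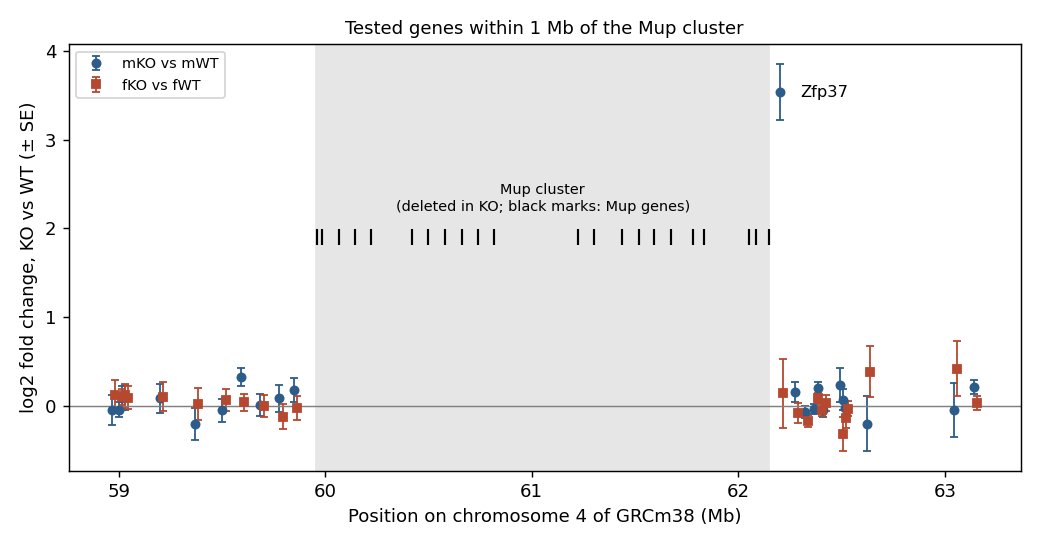
Log2 fold change between KO and WT mice (vertical axis) of the 23 expressed genes within 1 Mb of the Mup cluster by position on chromosome 4 of GRCm38 in Mb (horizontal axis), for males and females (n = 6 mice per group, error bars are standard errors). The 22 Mup genes are marked at their positions without a value, and Zfp37 lies at 3.54 in males and 0.14 in females, while the other 22 genes lie between −0.32 and 0.42.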

The genotypes of the F2 progeny followed the expected Mendelian ratio (Fig. 1b). In WT mice, the ratio of male (m) to female (f) animals was 1:1 while for Mup-KO mice, it was 1:0.73 (Fig. 1c). 

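Total hepatic Mup expression was taken as the sum of the reads counted on the 22 Mup genes, since reads of near-identical Mup genes cannot be assigned to single genes with certainty. The paper's text does not state how reads that map to several places were treated. If such reads were dropped, the sum is too low, and not necessarily to the same degree in both sexes. Mup reads made up 2.66% ± 0.660 (SD, n = 6) of all counted reads in mWT and 0.415% ± 0.0725 (SD, n = 6) in fWT mice. After scaling for library size, total Mup expression was 26683 ± 6691 CPM (SD, n = 6) in mWT mice and 4044 ± 636 CPM (SD, n = 6) in fWT mice. Of the 12 KO libraries, 3 contained any Mup read. There were 10 Mup reads in mKO mouse 2 (0.457 CPM), 11 in fKO mouse 2 (0.415 CPM) and 2 in fKO mouse 5 (0.0783 CPM), and 0 in mKO mice 1, 3, 4, 5 and 6 and in fKO mice 1, 3, 4 and 6. The smallest amount that the depth of a library can show, taken as 3 counts, was at most 0.199 CPM in mKO and 0.175 CPM in fKO mice. The legend of Fig. 1e gives 5 mKO mice and the paper's text does not name the one left out, so all 6 are given here. In both sexes, every WT mouse had higher Mup expression than every KO mouse.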

The absence of Mup in the Mup-KO animals was confirmed by genotyping of genomic DNA (gDNA) from ear biopsies (Fig. 1d), hepatic Mup mRNA levels (Fig. 1e), as well as measurements of hepatic and urinary Mup protein levels (Fig. 1f). In the following text, "Mup-KO" will be referred to as "KO". When WT and KO are mentioned, this refers to the genotype independent of sex. For sex-specific comparisons, the respective sex abbreviation is included (mKO and mWT for male mice, fKO and fWT for female mice).

**Figure 1:**
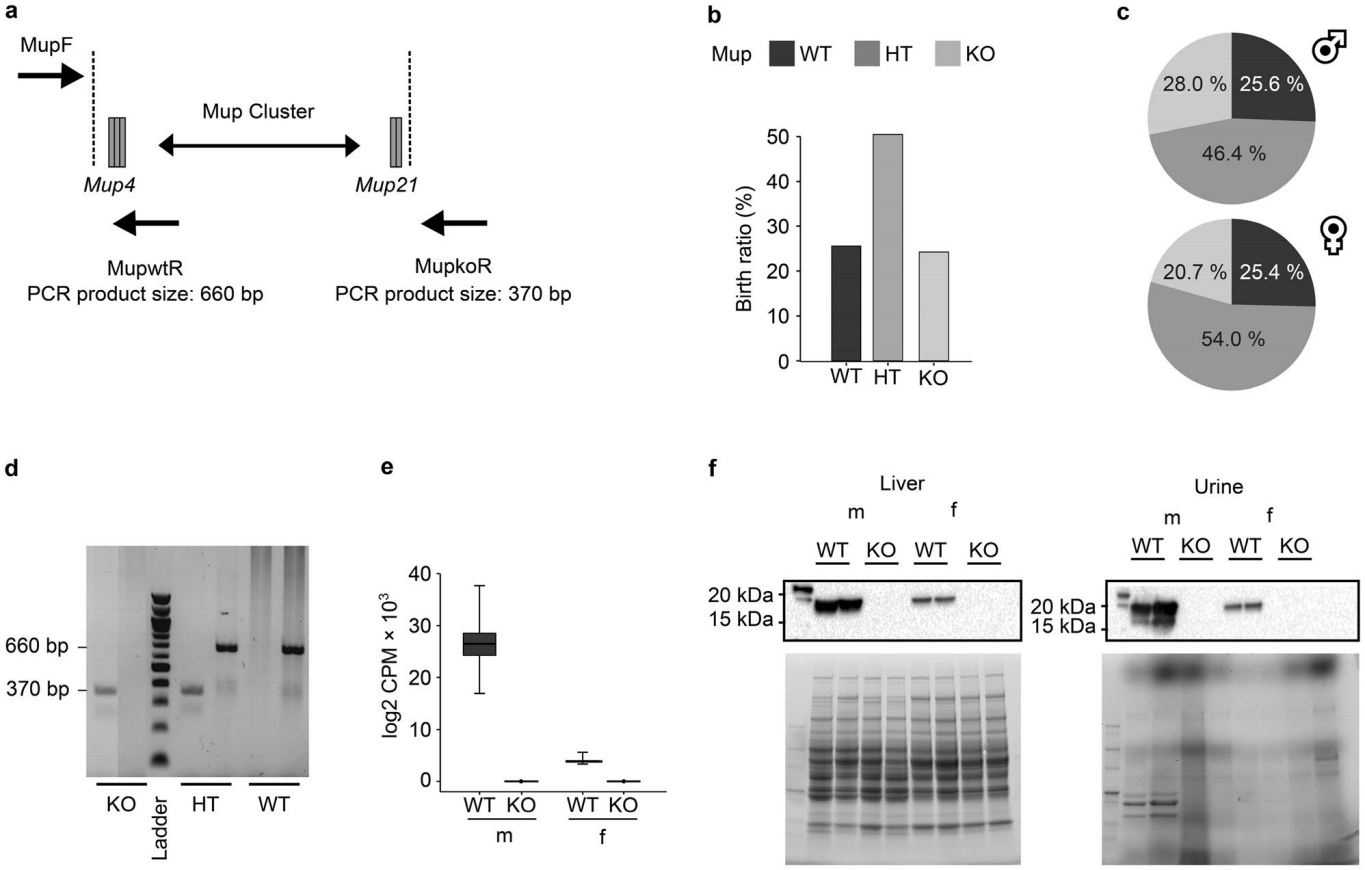
Generation and confirmation of the Mup knockout (KO) mouse model and corresponding genotype birth ratio in the colony. (**a**) Schematic representation of the Mup gene cluster on chromosome 4 with Cas9 cleavage sites (dashed lines) and primer binding sites for genotyping (single-headed black arrows). (**b**) Overall genotype birth ratio of the Mup-KO mouse line (n = 1048). (**c**) Sex-specific genotype birth ratio in male (m; n = 496) and female (f; n = 552) mice. (**d**) Representative PCR products of genotyped homozygous (KO), heterozygous (HT), and wildtype (WT) animals on an agarose gel. Primer pairs were tested separately (left lane: KO (370 bp); right lane: WT (660 bp)). (**e**) Hepatic total Mup mRNA expression levels in log2 counts per million (CPM) in male (m) and female (f) KO and WT mice quantified by RNAseq. Data are presented as Spear style boxplots, where the whiskers indicate the minimum and maximum value, and lower and upper hinges correspond to the upper and lower quartiles, and the center line to the median (mWT = 6, mKO = 5, fWT = 6, fKO = 6). (**f**) Representative Western blots (cropped; original blot membranes: Supplementary Fig. S1a) of total Mup protein levels in liver cytosolic fraction and spot urine of male and female KO and WT mice including the respective protein loading control on stain free polyacrylamide gels (cropped, original stain free polyacrylamide gel: Supplementary Fig. S1b).

### The Mup-KO anabolic phenotype manifests particularly in male mice and is characterized by altered plasma and hepatic biomarkers and a moderately impaired body composition

Between 6 and 8 weeks of age, the body weight (BW) of KO mice did not differ from that of WT mice in both sexes (averaged BW across measurements at 6, 7, and 8 weeks of age: m: 23.0 ± 0.28 (mean ± SEM) vs. 22.5 ± 0.24 g, *p* = 0.411; f: 19.1 ± 0.18 vs. 18.7 ± 0.23 g, *p* = 0.435; Supplementary Fig. S2). Furthermore, at 8 weeks of age, visceral white adipose tissue (VWAT) proportions were determined and found to be comparable in KO and WT mice in both males (5.84 ± 0.506 vs. 6.62 ± 0.713%; *p* = 0.550) and females (4.08 ± 0.300 vs. 4.37 ± 0.356%; *p* = 0.689). However, at the age of twelve weeks, and despite a numerically lower voluntary food intake in KO compared to WT mice in both sexes (m: − 22%, f: − 23%; Fig. 2a), the mKO and fKO mice had a numerically higher BW (m: + 5.4%; f: + 4.7%) than the corresponding WT mice (Fig. 2b). This was accompanied by a numerically higher proportion of VWAT (m: + 33%; f: + 21%; Fig. 2c,d) in mKO and fKO compared to the respective WT mice. Gonadal white adipose tissue (GWAT) proportion was also numerically higher in mKO compared to mWT mice while it was similar in fKO and fWT mice (Fig. 2e). The proportion of subcutaneous white adipose tissue (SWAT; Fig. 2d,f) was comparable in KO and WT mice of both sexes.

**Figure 2:**
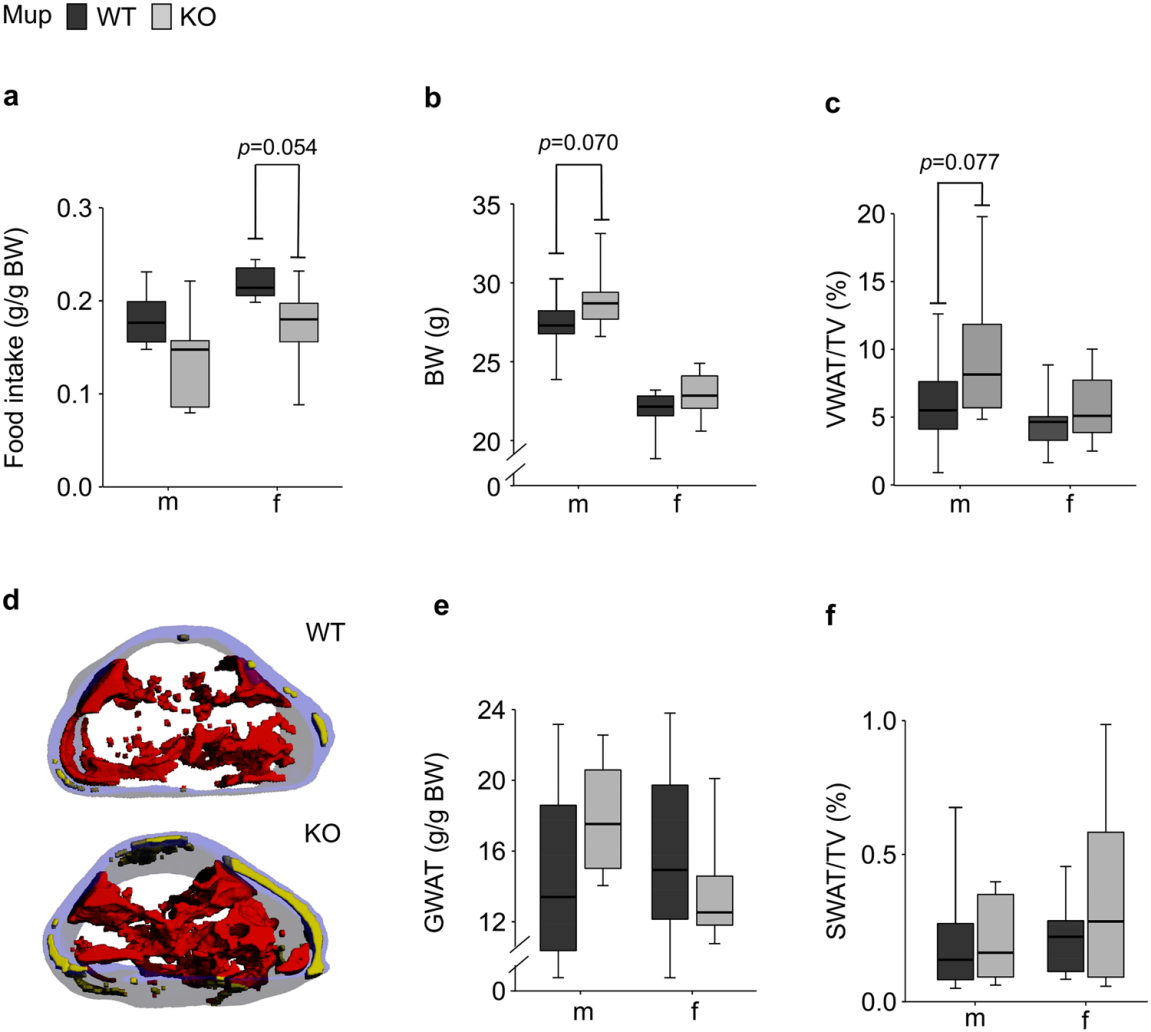
Body composition of twelve-week-old male (m) and female (f) Mup knockout (KO) mice (grey) and Mup wildtype (WT) mice (black). (**a**) Daily voluntary food intake adjusted to BW (mWT = 6, mKO = 5, fWT = 6, fKO = 6) monitored during 48 h in the Phenomaster. (**b**) Body weight (BW) according to genotype (mWT = 12, mKO = 11, fWT = 12, fKO = 12). (**c**) Proportion of visceral white adipose tissue (VWAT) volume adjusted to total volume (TV, L1–L5 region) as determined by microCT (mWT = 12, mKO = 11, fWT = 12, fKO = 12). (**d**) Representative images of adipose tissue volumes and distribution of a mWT mouse and a mKO littermate in the region of L1–L5 as determined by microCT (red: VWAT; yellow: subcutaneous white adipose tissue (SWAT)). Transparent blue edges correspond to the cutaneous area. (**e**) Gonadal white adipose tissue (GWAT) proportion adjusted to BW (all n = 6). (**f**) Proportion of SWAT volume adjusted to total volume (TV, L1–L5 region) as determined by microCT (mWT = 12, mKO = 11, fWT = 12, fKO = 12). Data are presented as Spear style boxplots, where the whiskers indicate the minimum and maximum value, and lower and upper hinges correspond to the upper and lower quartiles, and the center line to the median. *P*-values of the two-tailed t-test < 0.10 are indicated.

Plasma concentration of triglycerides (TG) was significantly higher in mKO mice compared to mWT mice but this difference was not observed in female mice (Fig. 3a). The FFA plasma concentration was numerically higher in KO compared to WT mice in both sexes (m: + 37.3%, f: + 21.7%; Fig. 3b). The KO did not affect plasma cholesterol (Fig. 3c). Male plasma testosterone levels did not significantly differ between mKO and mWT mice (Fig. 3d). Leptin plasma concentrations were numerically higher by 35% in mKO compared to mWT mice, while no such numerical difference was observed in females (Fig. 3e). Independent of sex, adiponectin plasma concentrations (Fig. 3f) as well as the ratio of leptin:adiponectin (m: 0.47 ± 0.069 vs. 0.36 ± 0.038, *p* = 0.214; f: 0.15 ± 0.029 vs. 0.18 ± 0.050, *p* = 0.650) did not differ between KO and WT mice. Likewise, plasma insulin and glucose concentrations (Fig. 3g,h) as well as physical activity (Fig. 3i) did not differ between KO and WT mice. Automated phenotyping measurements revealed a numerically lower circadian respiratory exchange ratio (RER) in the KO compared to WT mice throughout the day, reaching significance at several time points in both sexes (Fig. 3j). The distribution of significant RER differences in male and female mice differed across the day. The RER differences between mKO and mWT occurred in the early dark phase (6 p.m–7 p.m.) while those between fKO and fWT mice were observed exclusively in the light phase (7 a.m.–11 a.m.). Oxygen uptake (VO_2_; Supplementary Fig. S3a), carbon dioxide production (VCO_2_; Supplementary Fig. S3b), and consequently energy expenditure (EE; Fig. 3k) did not differ between KO and WT mice.

**Figure 3:**
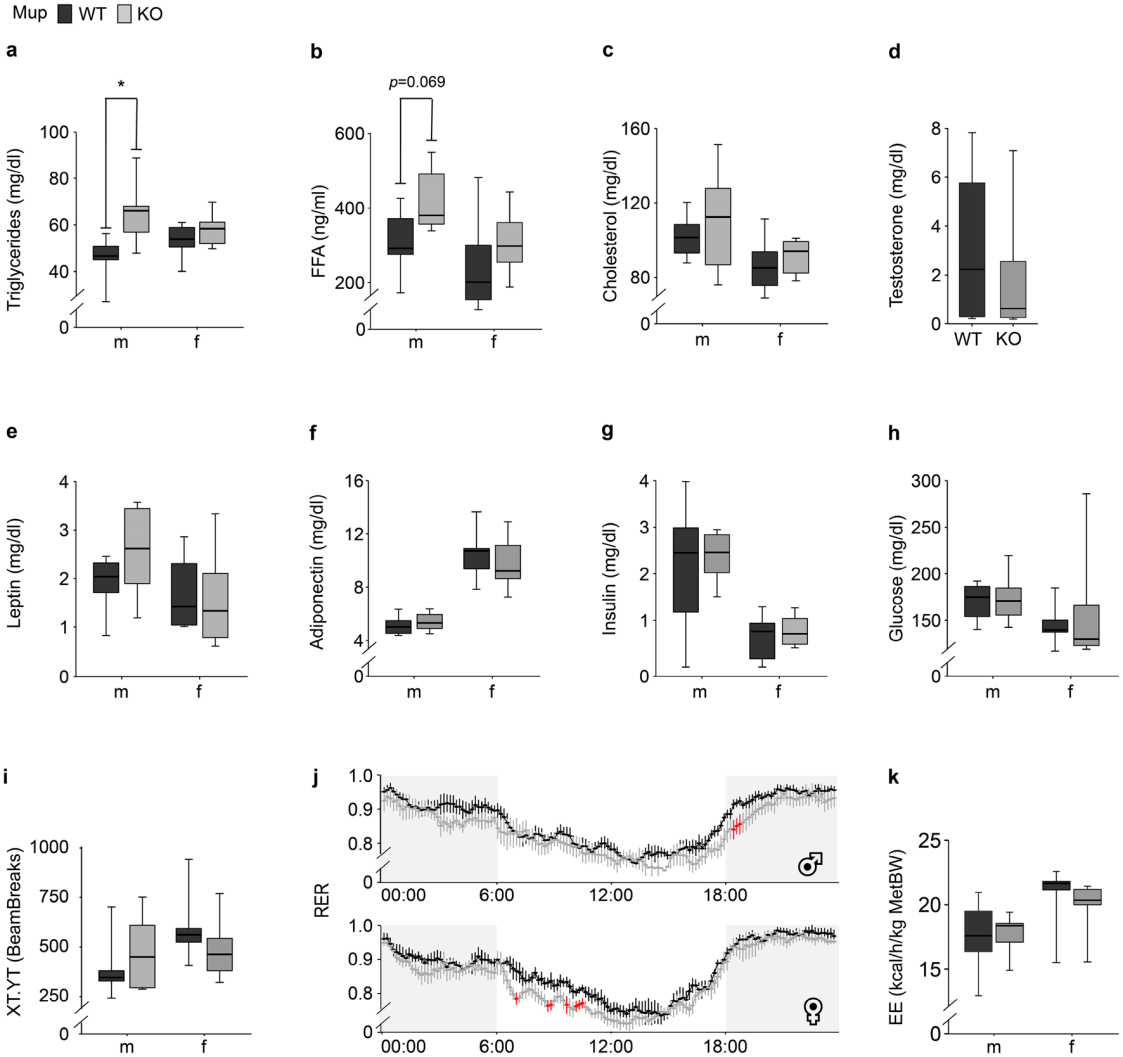
Metabolic characterization of twelve-week-old male (m) and female (f) Mup knockout (KO) mice (grey) and Mup wildtype (WT) mice (black). (**a**–**c**) Plasma concentrations of lipid metabolic biomarkers: (**a**) triglycerides, (**b**) free fatty acids (FFA) and (**c**) cholesterol. (**d**) Plasma testosterone concentration of mWT and mKO mice. (**e**,**f**) Plasma concentrations of lipid metabolism related hormones: (**e**) leptin, (**f**) adiponectin. (**g**,**h**) Plasma concentration of glucose metabolic biomarkers: (**g**) insulin, (**h**) glucose (**a**,**c**–**h**: n = 6; **b**: mWT = 6, mKO = 5, fWT = 6, fKO = 4). (**i**) Mean total 48 h activity (mWT = 6, mKO = 5, fWT = 6, fKO = 6) detected via infrared light beam breaks. (**j**) Mean circadian respiratory exchange ratio (RER) per sex according to genotype monitored over 48 h in the Phenomaster (mWT = 6, mKO = 5, fWT = 6, fKO = 6). Light (white) and dark phase (grey) is indicated. Data was adjusted to metabolic BW (lean mass + 0.2 × fat mass). Results of two-tailed t-test at specific time point: *p* < 0.05 (red). (**k**) Mean hourly energy expenditure (EE) per group (mWT = 6, mKO = 5, fWT = 6, fKO = 6) monitored over a period of 48 h and normalized to the metabolic BW (MetBW). Data (**a**–**i**,**k**) are presented as Spear style boxplots, where the whiskers indicate the minimum and maximum value, lower and upper hinges correspond to the upper and lower quartiles, and center line to the median. Results of (**j**) are presented as mean ± SEM. In (**j**) a linear model additionally accounting for repeated measurements was applied to calculate the KO effect. *P*-values of the two-tailed t-test < 0.10 are indicated. *p < 0.05 in two-tailed t-test.

### Male but not female Mup-KO mice display differential hepatic gene expression related to lipid metabolism compared to the respective WT mice

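Liver RNA of 24 mice aged 12 weeks, 6 each of mWT, mKO, fWT and fKO, was made into stranded mRNA libraries and sequenced in one multiplexed run as 100 bp single-end reads. The authors trimmed the reads with fastp, aligned them to GRCm38.p6 with STAR and counted them per Ensembl gene with featureCounts, and the values used here are these raw counts. Each library is one mouse. The total count per mouse ranged from 15607671 to 20133292 in mWT (median 16443681), from 15361901 to 24684788 in mKO (median 18946100.5), from 18337992 to 22789295 in fWT (median 20763735) and from 17894849 to 26261394 in fKO mice (median 19357666.5). The paper states a sequencing depth of about 25 M reads per sample, while the totals given here, which all values use, are reads counted on genes. The files list 25746 genes, of which 7064 had no count in any library. Genes with at least 0.66 CPM in at least 6 of the 24 libraries were tested, which left 12330 genes. Counts were normalized by edgeR's TMM method, and one negative binomial model with a mean for each of the 4 groups was fitted to all 24 libraries, so that the groups share one estimate of the spread between mice. The KO effect in males, the KO effect in females and their difference (the interaction) were tested with edgeR's quasi-likelihood test. The cut-off of an unadjusted p-value under 0.01 follows the paper, and the number of genes with a Benjamini-Hochberg adjusted p-value under 0.05 is given beside it. A KO effect is written as a log2 fold change of KO against WT. Expression values are CPM scaled by the TMM factors.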

A hepatic RNAseq analysis of KO and WT mice was performed to explore the formerly described anabolic changes on a molecular level. Of the 16,267 genes expressed in the liver of KO and WT mice, 461 differentially expressed genes (DEG) were found in mKO and 137 DEG were identified in fKO animals compared to mWT and fWT mice, respectively (Fig. 4a, Dataset S1). 

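In males, 434 of the 12330 genes tested passed the cut-off, 222 with higher and 212 with lower expression in mKO than in mWT mice. In females, 108 genes passed, 50 with higher and 58 with lower expression in fKO than in fWT mice. The number expected at this cut-off without any effect is 1% of the genes tested, or 123.3 genes. Of the 17 Mup genes tested, 17 were among the lower genes in males and 16 in females, which leaves 417 genes in males and 92 in females outside the Mup family. An adjusted p-value under 0.05 was reached by 26 genes in males, 9 of them outside the Mup family, and by 11 genes in females, 0 of them outside the Mup family, where 601 genes of any family had an unadjusted p-value under 0.05. The alternative that moved the male count most left out mWT mouse 5, with 284 genes, and the female count ranged from 74 genes without fKO mouse 2 to 156 genes without fKO mouse 1. The count of male genes with an adjusted p-value under 0.05 was 107 with DESeq2, and it was 2 with the Mup genes removed before testing.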

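A principal component analysis was run on log2 CPM of the 523 genes that passed the cut-off in males, in females or in both, over all 24 mice. The first component held 81.7% and the second 9.27% of the variance. On the first component, all mKO mice lay apart from all mWT mice (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow), and the same was so for fKO and fWT mice (two-sided exact permutation test, p = 0.00216). These genes were selected by the comparison of KO with WT mice and include the Mup genes. Without the Mup family, which left 506 genes, the second component separated mKO from mWT mice completely, and fKO and fWT mice overlapped on the first (exact permutation test, p = 0.0541) and on the second component (exact permutation test, p = 0.504). With every gene scaled to unit variance, mKO and mWT mice were separated on both components, while fKO and fWT mice were not separated on the first (exact permutation test, p = 0.266) or on the second (exact permutation test, p = 0.379). Over all 12330 expressed genes, which were not selected by the comparison, mKO and mWT mice were separated on both components, and fKO and fWT mice on the second component (exact permutation test, p = 0.00216) but not on the first (exact permutation test, p = 0.513). With the Mup family taken out of these, which left 12313 genes in an analysis chosen after seeing the data, neither component separated mKO from mWT mice (exact permutation tests, p = 0.918 on the first and p = 0.106 on the second) or fKO from fWT mice (exact permutation tests, p = 0.104 on the first and p = 0.968 on the second).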

The DEG in mKO mice may explain the different phenotypes observed in mKO and mWT mice as principal component analysis of gene expression data discriminates between mKO and mWT but not between fKO and fWT animals (Fig. 4b). Overlapping downregulated DEG between mKO and fKO mice were limited to the deleted Mup gene cluster (Mup1–Mup22) whereas interleukin-1 receptor accessory protein (Il1rap) and Spry domain-containing protein 7 (Spryd7) were the only upregulated DEG overlapping between males and females. 

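Among the genes with lower expression in both mKO and fKO mice were 16 Mup genes, while Mup8 passed the cut-off in males alone. Because Mup genes are near-identical, the result for a single Mup gene is uncertain. Outside the Mup family, 3 genes passed in both sexes. Il1rap (ENSMUSG00000022514, chromosome 16, 26581704 to 26730117) was expressed at 214 ± 19.6 CPM (SD, n = 6) in mKO and 179.5 ± 11.6 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.26 (standard error 0.0718, adjusted p = 0.146 from edgeR's quasi-likelihood test). In females it was 147 ± 13.1 CPM (SD, n = 6) in fKO and 122 ± 10.2 CPM (SD, n = 6) in fWT mice, a log2 fold change of 0.27 (standard error 0.0720, adjusted p = 0.55 from the same model). Spryd7 (ENSMUSG00000021930, chromosome 14, 61531993 to 61556886) was expressed at 32.0 ± 2.37 CPM (SD, n = 6) in mKO and 26.2 ± 2.03 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.29 (standard error 0.0734, adjusted p = 0.106). In fKO mice Spryd7 was at 26.3 ± 2.80 CPM (SD, n = 6) and in fWT mice at 22.4 ± 1.52 CPM (SD, n = 6), a log2 fold change of 0.23 (standard error 0.0734, adjusted p = 0.929). The remaining gene, phosphofurin acidic cluster sorting protein 2 (Pacs2, ENSMUSG00000021143), was named after its values were seen and was lower in both sexes, with log2 fold changes of −0.27 in males and −0.26 in females.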

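Of the 523 genes that passed the cut-off in at least one sex, 220 were higher and 195 were lower in mKO mice alone, and 48 were higher and 41 were lower in fKO mice alone. A gene that passes in one sex and not in the other need not differ between the sexes, so the interaction of genotype and sex was tested. Here 143 genes had an unadjusted p-value under 0.01, where 123.3 are expected without any effect, and 735 had one under 0.05. Only Zfp37 had an adjusted p-value under 0.05 for the interaction. Stretches of 50 to 67 bases in its transcripts are at least 90% identical to those of other genes, which is shorter than the reads of 100 bp. Of the 414 genes outside the Mup family that passed in males alone, 280 (67.6%) had a female log2 fold change in the same direction, and of the 89 that passed in females alone, 56 (62.9%) had a male one in the same direction.

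**Figure D2:**
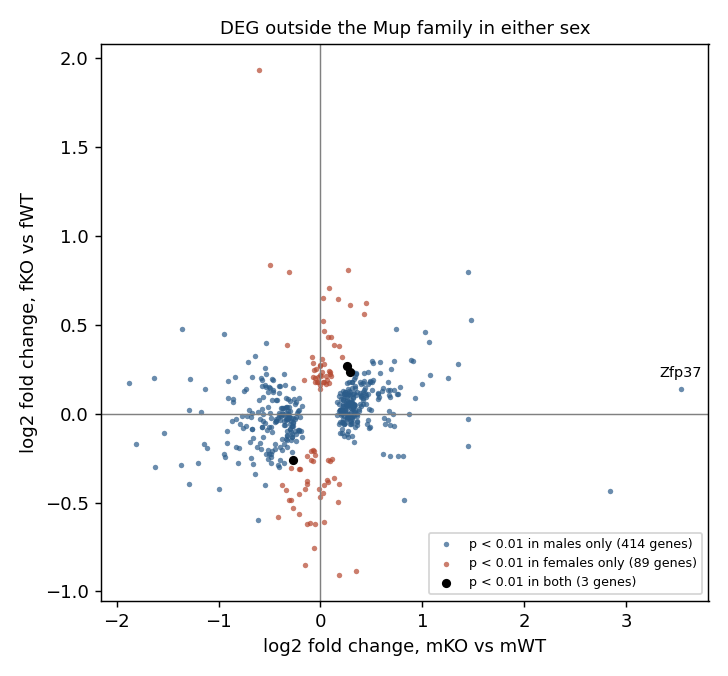
Log2 fold change of fKO against fWT mice (vertical axis) by that of mKO against mWT mice (horizontal axis) for each gene outside the Mup family that passed the cut-off in males only (414 genes), in females only (89 genes) or in both (3 genes), with n = 6 mice per group. Genes called in males only range from −1.88 to 3.54 in males and from −0.60 to 0.80 in females, and the 3 genes called in both lie in the same direction in both sexes.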

Also, DEG analysis revealed sex-specific unique gene expression patterns with 203 uniquely down- and 234 uniquely upregulated genes in mKO mice and 42 uniquely down- and 69 uniquely upregulated genes in fKO mice (Fig. 4c). 

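Mogat1 (ENSMUSG00000012187, chromosome 1, 78510991 to 78538173) was expressed at 1.10 ± 0.353 CPM (SD, n = 6) in mKO and 0.434 ± 0.239 CPM (SD, n = 6) in mWT mice. It was tested in 30 of the 37 alternatives, since it lies close to the filter on low expression. Its log2 fold change was 1.35 (standard error 0.348, adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apoa2 (ENSMUSG00000005681, chromosome 1, 171225054 to 171226379) was at 5798 ± 489 CPM (SD, n = 6) in mKO and 4691 ± 386 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.31 (standard error 0.0761, adjusted p = 0.102), and all 6 mKO mice exceeded all mWT mice. Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694) rose from 173 ± 110 CPM (SD, n = 6) in mWT to 474 ± 173 CPM (SD, n = 6) in mKO mice, a log2 fold change of 1.45 (standard error 0.388, adjusted p = 0.143). For Gclc (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485), expression was 322 ± 56.4 CPM (SD, n = 6) in mKO and 226 ± 48.9 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.51 (standard error 0.165, adjusted p = 0.217). Its unadjusted p-value was above 0.01 in 5 of the 37 alternatives. Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6265612 to 6275633) had a log2 fold change of −1.81 (standard error 0.471, adjusted p = 0.135). Ordered by log2 fold change among the 222 genes that were higher in mKO mice, Elovl3 ranked 4, Mogat1 7, Gclc 49 and Apoa2 131. Ordered by p-value among the same genes, Apoa2 ranked 19, Mogat1 25, Elovl3 41 and Gclc 137. Cyp7a1 ranked 2 by log2 fold change and 37 by p-value among the 195 lower genes outside the Mup family.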

Monoacylglycerol O-acyltransferase 1 (Mogat1), apolipoprotein A II (Apoa2), elongation of very long chain fatty acids protein 3 (Elovl3), and glutamate-cysteine ligase catalytic subunit (Gclc) were identified among the top upregulated DEG, while cholesterol 7 alpha-hydroxylase (Cyp7a1) was among the top downregulated DEG in the mKO vs. mWT comparison. 

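In fKO compared to fWT mice, the log2 fold change of Mogat1 was 0.28 (standard error 0.410, adjusted p = 0.96 from edgeR's quasi-likelihood test) and that of Apoa2 was −0.02 (standard error 0.0760, adjusted p = 0.989). Elovl3 was at 9.60 ± 5.39 CPM (SD, n = 6) in fKO and 5.61 ± 2.05 CPM (SD, n = 6) in fWT mice, far below its level in males, with a log2 fold change of 0.80 (standard error 0.431, adjusted p = 0.929). For Gclc the log2 fold change was 0.19 (standard error 0.165, adjusted p = 0.944) and for Cyp7a1 −0.17 (standard error 0.456, adjusted p = 0.981). The difference between the KO effects in males and in females was 1.07 for Mogat1 (adjusted p = 0.838 for the interaction in edgeR), 0.33 for Apoa2 (adjusted p = 0.816), 0.65 for Elovl3 (adjusted p = 0.915), 0.32 for Gclc (adjusted p = 0.897) and −1.64 for Cyp7a1 (adjusted p = 0.823). Before adjustment, the p-value for the interaction from edgeR was 0.00556 for Apoa2, 0.0196 for Cyp7a1 and above 0.05 for Mogat1, Elovl3 and Gclc.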

None of these genes were significantly regulated between fKO and fWT mice (Fig. 4c). Peroxisome proliferator-activated receptor alpha (Pparα) and nuclear factor, erythroid-derived 2-like 2 (Nfe2l2) were observed as the most relevant hepatic upstream regulators activated in mKO mice (Fig. 4d). 

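The upstream regulators are inferred by Ingenuity Pathway Analysis from the genes linked to them, which was not repeated here, and the mRNA of the regulators themselves was measured. Ppara (ENSMUSG00000022383, chromosome 15, 85734983 to 85802819) was expressed at 110 ± 17.1 CPM (SD, n = 6) in mKO and 136 ± 16.0 CPM (SD, n = 6) in mWT mice, a log2 fold change of −0.31 (standard error 0.145, adjusted p = 0.454 from edgeR's quasi-likelihood test). Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641) was at 68.9 ± 13.3 CPM (SD, n = 6) in mKO and 68.3 ± 14.6 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.01 (standard error 0.128, adjusted p = 0.987). Neither gene passed the cut-off for a DEG in males.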

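Fig. 4d draws 29 genes around Pparα, whose names were read from the figure by eye. Of these, 27 were found in the count files by their mouse names and all 27 were tested, while the names Cyp2c8 and Cyp4a11 matched no mouse gene. In mKO compared to mWT mice, 21 of the 27 genes were higher and 6 were lower, with a median log2 fold change of 0.35. The changes ranged from −1.81 for Cyp7a1 to 2.85 for Cyp4a14, whose reads can be shared with other Cyp4a genes. Of the 27 genes, 26 had an unadjusted p-value under 0.01, and the exception was Acat2, with a log2 fold change of 0.11. After adjustment over these 27 genes alone, 26 had an adjusted p-value under 0.05, and after adjustment over all 12330 genes, 0 had one. The list was drawn from the DEG of these same mice, so that the number adjusted over the list shows no stability of the result.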

Of the 29 identified DEG associated with Pparα signaling in mKO mice, the differential regulation of 19 genes in the data set was in accordance with the curated IPA prediction based on the literature. Similarly, of the 29 identified DEG associated with Nfe2l2 signaling in mKO mice, the differential regulation of 23 genes in the data set was in accordance with the curated IPA prediction based on literature. 

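Of the 29 genes drawn around Nfe2l2 in Fig. 4d, 28 were found in the count files and tested, while the name Spxn1 matched no mouse gene. Among the 28 genes, 22 were higher and 6 were lower in mKO than in mWT mice, with a median log2 fold change of 0.30 and a range from −0.91 for Brca1 to 2.85 for Cyp4a14. The unadjusted p-value was under 0.01 for 27 of them and above it for Gstm5, whose log2 fold change was −0.06. Reads of the Gstm genes can be shared between members of the family. After adjustment over these genes alone, 27 had an adjusted p-value under 0.05, and 0 had one over all genes tested. As for Pparα, the list comes from the DEG of the same mice.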

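In females, Ppara was expressed at 128 ± 34.4 CPM (SD, n = 6) in fKO and 108 ± 14.6 CPM (SD, n = 6) in fWT mice, a log2 fold change of 0.24 (standard error 0.145, adjusted p = 0.929 from edgeR's quasi-likelihood test), and Nfe2l2 at 73.1 ± 7.61 CPM (SD, n = 6) in fKO and 71.5 ± 9.51 CPM (SD, n = 6) in fWT mice, a log2 fold change of 0.03 (standard error 0.127, adjusted p = 0.99). The genes linked to the regulators in males were then followed in fKO compared to fWT mice. Of the 27 genes linked to Pparα, 18 changed in the same direction as in males, 0 had an unadjusted p-value under 0.01 and 2 had one under 0.05. Their mean log2 fold change in females, counted as positive in the direction of the male change, was 0.0891, for which limma's rotation test fry gave a p-value of 0.216. Over the alternatives for the Ppara-linked genes in fKO vs fWT, the p-value ranged from 0.05487, from limma's camera test against all other genes, to 0.4659, in a fit without one mouse. Of the 28 genes linked to Nfe2l2, 17 changed in the same direction as in males, and 0 had an unadjusted p-value under 0.01 or under 0.05. Their mean counted in the same way was 0.0033, with a p-value of 0.618 from fry.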

Neither Pparα nor Nfe2l2 was regulated in fKO mice. Consequently, multiple canonical pathways related to Pparα and Nfe2l2 action were induced in mKO but not in fKO mice compared to mWT and fWT mice, respectively (Fig. 4e). 

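For the 27 genes linked to Pparα, 4 had an unadjusted p-value under 0.01 for the interaction of genotype and sex, and for the 28 linked to Nfe2l2, 7 had one. None of these genes had an adjusted p-value under 0.05 for the interaction over all genes tested. The genes were drawn from the male DEG of these same mice, which favours larger changes in males than in females. These counts therefore do not show a difference between the sexes. The paper presents the induction of related canonical pathways in males alone as a consequence of the activation of both regulators. It also shows, in Fig. 4e, the canonical pathways that IPA predicted from the DEG of mKO mice.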

In line with the predicted canonical pathways, activation of functional gene networks associated with lipid metabolism was indicated in mKO mice (Fig. 4f). Subsequent analysis of liver proportion to BW and hepatic lipid composition intended to validate the results of functional enrichment analysis of DEG. Despite similar liver proportions (Fig. 5a), hepatic cholesterol (Fig. 5b) and triglyceride (Fig. 5c) concentrations were significantly higher in mKO compared to mWT mice.

**Figure 4:**
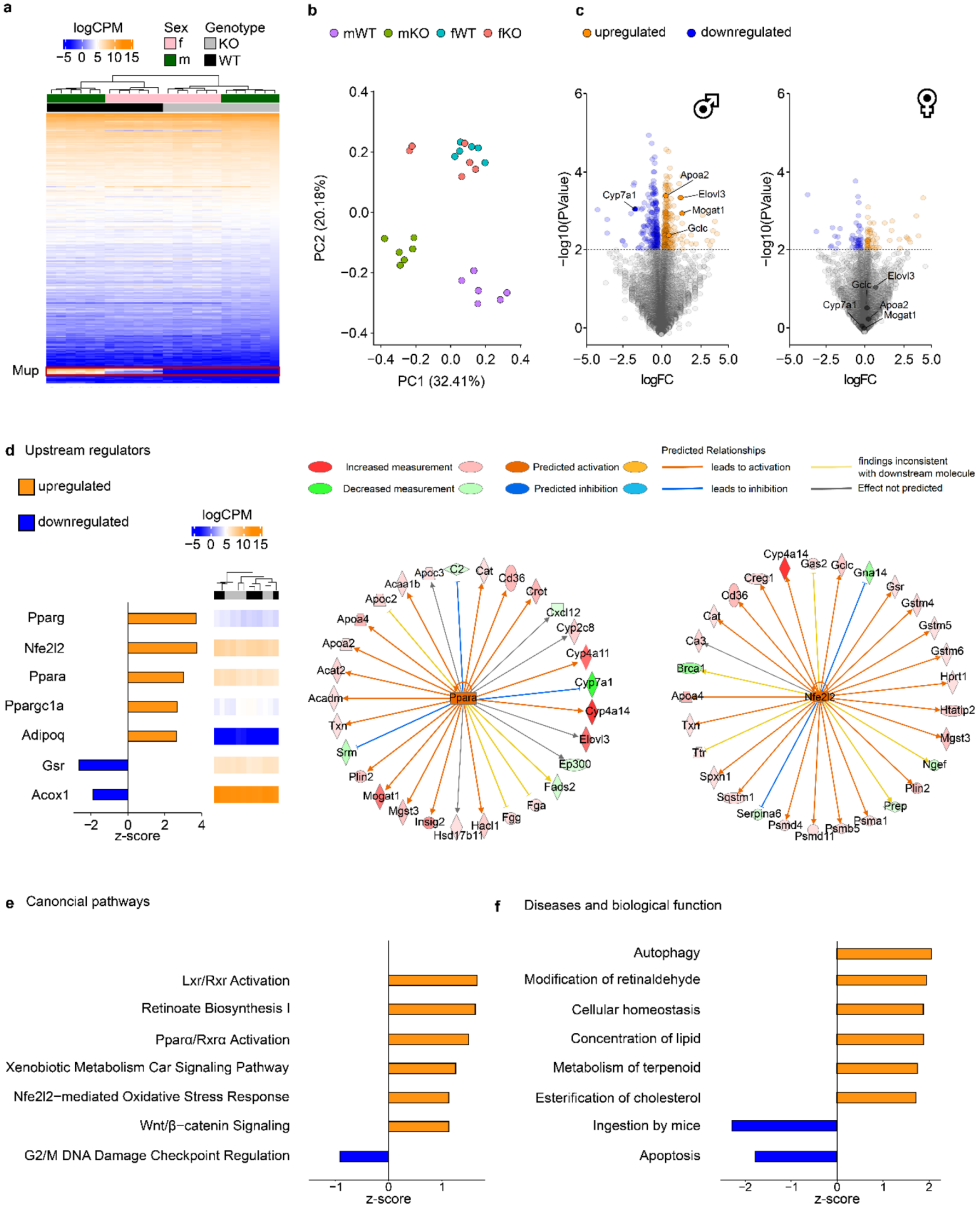
Hepatic gene expression in Mup knockout (KO) mice. (**a**) Heatmap indicating the gene expression in log_2_ counts per million (logCPM) of differentially expressed genes (DEG; n = 571; *p* < 0.01) in male (m) and female (f) KO mice compared to respective wildtype (WT) mice. Color gradient corresponds to sample-individual gene expression level (blue: low gene expression, orange: high gene expression). The Mup gene family is highlighted (red box). (**b**) PCA plot based on identified DEG among experimental groups (mWT: purple, mKO: green, fWT: blue, fKO: red). (**c**) Volcano plot of differential gene expression analysis in male and female mice. Dotted line represents cut-off for DEG identification. Key lipogenic regulated genes in mKO mice are highlighted. (**d**) Selected upstream regulators involved in lipid metabolism and oxidative stress predicted by Ingenuity Pathway analysis (IPA) based on the mKO DEG data set. Gene expression (logCPM) of upstream regulators among experimental groups is indicated in the heatmap. The IPA upstream regulator prediction of peroxisome proliferator-activated receptor alpha (Pparα) and nuclear factor, erythroid-derived 2-like 2 (Nfe2l2) including predicted relationships with identified DEG among mKO vs. mWT mice is indicated in the circle plots. Color gradient of DEG represents differential gene expression level (red: upregulated, green: downregulated). Arrows correspond to predicted IPA consensus (orange: activation, blue: inhibition, yellow: inconsistent, grey: unpredicted). (**e**,**f**) The most affected (**e**) canonical pathways and (**f**) diseases and biological function networks of identified DEG in mKO vs. mWT comparisons as predicted by IPA. The bar plots (**d**–**f**) are based on the activation z-score, consistent with the particular activation state (activated: orange, inhibited: blue). In (**c**–**f**), the Mup gene family was excluded from the DEG data set for data representation and analysis. (**a–f**) all n = 6.

**Figure 5:**
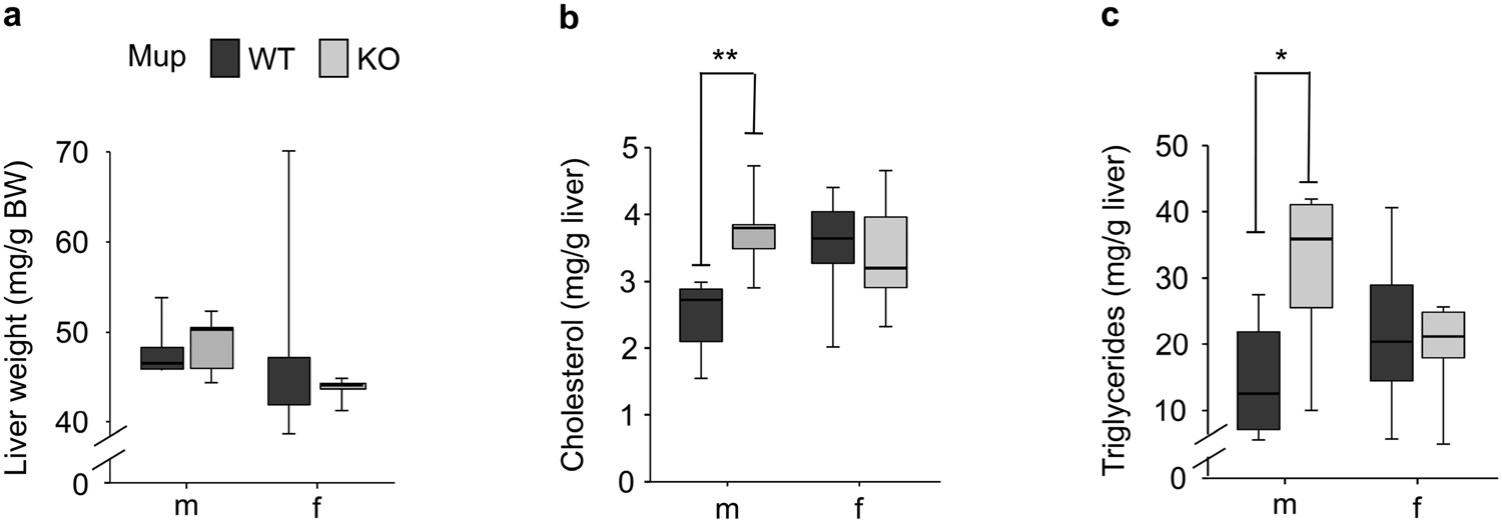
Liver weight and composition of Mup knockout (KO) mice. (**a**) Liver weight normalized to body weight (BW). (**b**,**c**) Hepatic concentrations of (**b**) cholesterol and (**c**) triglycerides in mKO and fKO mice (grey) and respective WT mice (black). The Spear style boxplot whiskers indicate the minimum and maximum value, lower and upper hinges correspond to the upper and lower quartiles, and the center line to the median. Significances (*p < 0.05, **p < 0.01) of the two-tailed t-test are indicated. (**a**–**c**) all n = 6.

### DNA promoter methylation is unlikely to play a role in differential gene expression of mKO mice

Reduced representation bisulfite sequencing (RRBS) in liver tissue showed no significant difference in overall DNA methylation between KO and WT animals (Fig. 6a). Differential methylation analysis identified 58 (20 hypermethylated, 38 hypomethylated) differentially methylated regions (DMR) in mKO mice (Fig. 6b, Dataset S2) and 71 DMR (55 hypermethylated, 16 hypomethylated) in fKO mice (Supplementary Fig. S4, Dataset S2) compared to their respective WT counterparts. 

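Fig. 6b names 38 genes with hypomethylated DMR and 20 genes with hypermethylated DMR in mKO mice, and the hepatic RNAseq counts of these genes were compared between 6 mKO and 6 mWT mice. The methylation values themselves were not analysed here. Of the genes with hypomethylated DMR, 16 were expressed above the filter, and 10 of these 16 were higher in mKO mice, with a median log2 fold change of 0.054. Among 10000 random lists of 16 genes of similar mean expression, this median lay at percentile 89.8. Without the filter, 30 of these genes were tested, of which 15 were higher in mKO mice, with a median log2 fold change of 0.023 at percentile 76.6. With the mouse number as a block, 11 of the 16 genes were higher and the median lay at percentile 95.3. Only 5 of the genes with hypermethylated DMR were expressed above the filter, of which 3 were higher in mKO mice, and their median lay at percentile 59.3. Without the filter, 12 of them were tested, of which 5 were higher, and their median lay at percentile 48.4. Fig. 6b covers 5 of the mKO mice, and the values given here cover all 6.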

In mKO mice, hypomethylated DMR were mostly correlated with increases in gene expression, while genes with promoters gaining methylation were repressed but some also activated (Fig. 6b). In fKO mice, the correlations between DNA methylation changes and gene expression were less well defined (Supplementary Fig. S4).

**Figure 6:**
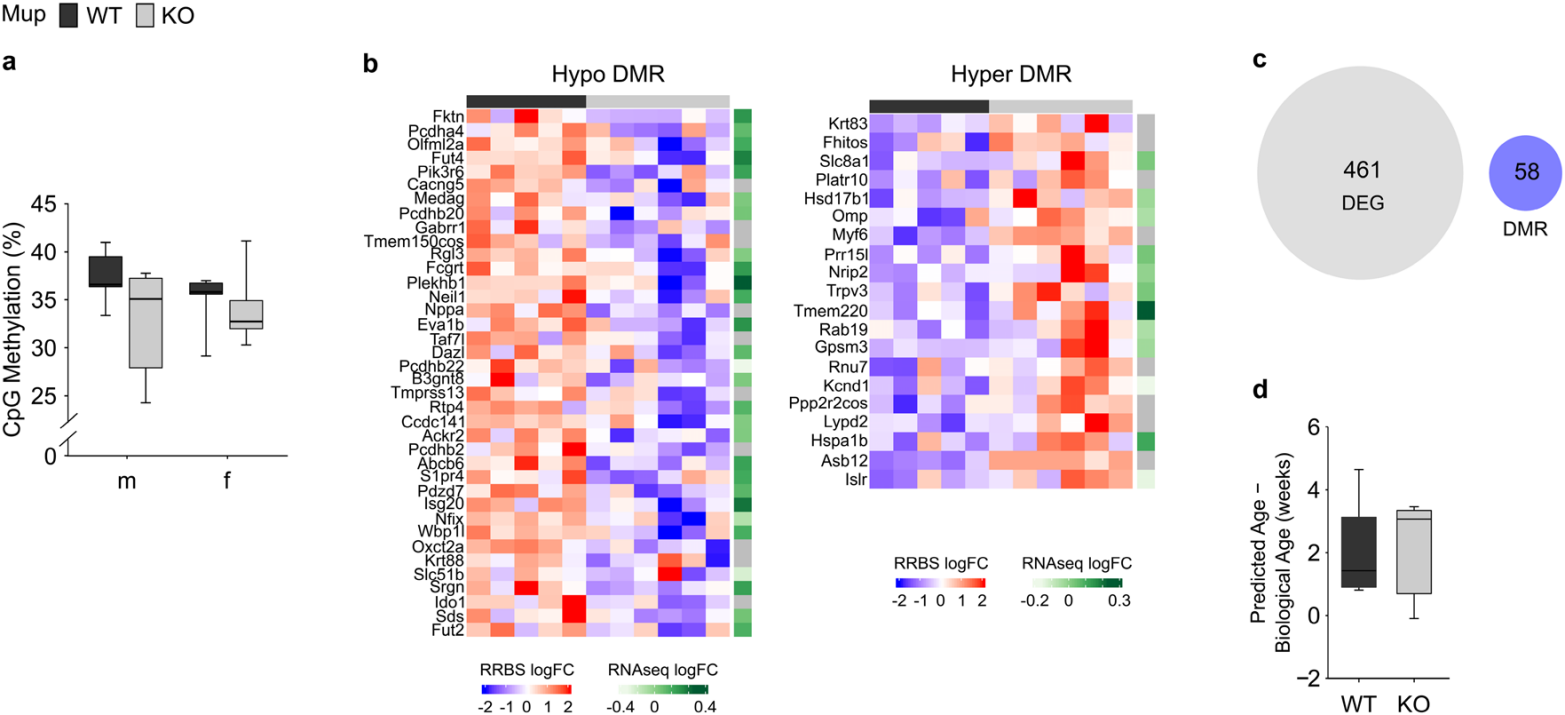
Differential hepatic DNA-methylation in Mup knockout (KO) mice and integration with transcriptomic data. (**a**) Average CpG methylation level distribution of male (m) and female (f) KO mice (grey) and their wildtype (WT) counterparts (black). (**b**) Heatmap showing the significant (*p* < 0.05) hypo- and hypermethylated differentially methylated regions (DMR) with > 5% methylation difference in male mice. Color gradient corresponds to individual DMR methylation status (red: hypermethylated, blue: hypomethylated) per sample and corresponding gene expression level retrieved from KO vs. WT differential gene expression analysis (green: upregulated, grey: downregulated). (**c**) Venn diagram showing no overlap between DMR and differentially expressed genes (DEG; *p* < 0.01). (**d**) Residual of predicted and biological age among mKO and mWT mice. Data (**a**) and (**d**) are presented as Spear style boxplots, where the whiskers indicate the minimum and maximum value, lower and upper hinges correspond to the upper and lower quartiles, and the center line to the median. (**a**) mWT = 6, mKO = 5, fWT = 6, fKO = 6; (**b**–**d**) mWT = 6, mKO = 5.

Next, the contribution of DNA methylation to differential gene expression in the KO compared to the WT mice was investigated. The analysis, that was focused on mKO mice, since only these showed differential hepatic gene expression (Fig. 4), revealed no overlap between identified DMR and DEG (Fig. 6c). 

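None of the 16 tested genes with hypomethylated DMR passed the cut-off in males (0 with an unadjusted p-value under 0.01), and 1 had an unadjusted p-value under 0.05. Among the 5 tested genes with hypermethylated DMR, 0 had an unadjusted p-value under 0.01 or under 0.05. The lowest unadjusted p-value from edgeR's quasi-likelihood test was 0.0474 among the first and 0.0614 among the second. The 16 and 5 genes are those named in Fig. 6b that were expressed above the filter. Without the filter, 30 and 12 of the named genes were tested, of which 0 had an unadjusted p-value under 0.01 or under 0.05. Zfp37 is not among the named genes, but it passed the cut-off in males with a log2 fold change of 3.54. The paper's Dataset S2 lists it in males with a methylation log2 fold change of −0.994 and an adjusted p-value of 0.0157, which are the paper's values from edgeR. Whether this entry meets the paper's definition of a DMR was not examined here. In its discussion, the paper reasons from the lack of overlap that the DEG in mKO mice were regulated by mechanisms other than promoter DNA methylation.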

Finally, the epigenetic age^24^ did not differ between mKO and mWT mice (Fig. 6d). Both mWT and mKO mice were predicted to be older than their actual biological age at sacrifice based on their methylation pattern.

## Discussion

To contribute to an improved understanding of the metabolic implications of Mup, we successfully established a CRISPR/Cas9 mediated KO mouse model on a C57BL/6N background as confirmed by the absence of Mup in liver and urine of mKO and fKO mice. The results of the present study verify for the first time that the sexually dimorphic expression of Mup does not only play a role in scent communication^25,26^ but also in metabolism of mice as previously suggested in the literature^8,9^.

At ad libitum access to standard chow, twelve-week-old mKO mice developed an anabolic phenotype, indicated by higher plasma TG concentrations compared to mWT mice and simultaneous accumulation of TG and cholesterol in the liver. These observations indicate an energy surplus in mKO compared to mWT mice that was clearly not caused by higher feed intake. The numerically higher BW and VWAT proportions further support the assumption of an energy surplus in mKO compared to mWT mice. Energy expenditure and activity levels were similar in mKO compared to mWT mice. In fKO mice, despite numerically increased BW, VWAT proportion, and plasma FFA concentration, the metabolic phenotype was similar compared to fWT mice.

The herein reported lack of an effect of the KO on energy expenditure and activity levels seems to contrast with the findings of *Hui *et al*. *who reported increased energy expenditure and locomotor activity in mice following Mup administration^9^. However, given the different ways of mouse model generation (KO of the Mup gene cluster in the present study versus gain of function by continuous recombinant Mup administration in metabolically impaired mice by *Hui *et al.^9^), the findings of the two studies are not necessarily contradicting.

A potentially important aspect worth considering might be an effect of the lacking Mup expression in KO mice during the early stages of ontogenesis. Given the assumed impact of Mup on metabolism, effects on the organism's development by the lack of Mup expression seem likely. Potentially, pre- and early postnatal testosterone and growth hormone surges might induce a transient Mup expression in WT mice with yet unknown effects on development that would be absent in KO mice.

Considering the formerly described metabolic cost of hepatic Mup production, the deletion of the Mup gene cluster and subsequent absence of Mup gene expression and protein synthesis in the present study likely lowered the energy requirements of KO animals^27^. Despite its high inter- and intraindividual variablity^5,6^, hepatic Mup protein synthesis represents a substantial amount of protein expression in the liver of WT animals^1^. Indeed, indirect calorimetry data revealed a slightly lower metabolic rate in KO compared to WT mice in both sexes, indicated by a numerically lower RER. However, genotype-dependent differences in energy expenditure were observed in none of the sexes, although mKO mice accumulated ≈ 1.2 g and fKO mice ≈0.4 g more VWAT during four weeks of ad libitum feeding than the respective WT mice. Given the similar BW of KO and WT mice per sex until the onset of significant Mup production at eight weeks of age^28^, we conclude that the metabolic differences between KO and WT mice observed in the present study manifested during only about four weeks of differential Mup expression and thus occurred concomitantly to ≈ 0.3 g of weekly VWAT gain in mKO mice. In fKO mice, the weekly surplus in VWAT gain compared to fWT mice was lower (≈0.1 g). According to Butler & Kozak^29^, the discriminatory capacity of indirect calorimetry requires a weekly fat accumulation of at least 0.5 g at a daily energy expenditure of 50–60 kJ to detect differences in energy expenditure between two experimental groups. The slightly lower energy expenditure (45 kJ/day) in combination with the lower weekly VWAT gain (0.1–0.3 g/week as described above) in KO versus WT mice in the present study may thus explain the lack of significant differences between KO and WT mice in terms of energy expenditure. Since WT mice did not accumulate VWAT between eight and twelve weeks of age, the Mup protein synthesis in WT mice in comparison to KO mice likely accounts at least for part of the genotype-related differences in energy consumption.

The numerically higher BW and VWAT in KO compared to WT mice of both sexes in combination with the numerically lower food intake in KO mice indicate that KO mice failed to completely adjust their food intake to maintain energy homeostasis. Consequently, excess energy intake led to the observed anabolic adaptations in KO compared to WT animals. The energy surplus is unlikely to be fully explained by the mere energy requirements for Mup synthesis. This suggests that not only an energy surplus but also an additional influence of Mup on metabolism may have contributed to the observed onset of VWAT accumulation in the KO mice.

In contrast to the numerically higher VWAT and GWAT proportions, SWAT was not significantly affected by the KO in both male and female mice. Previous research showed that during weight gain, VWAT typically is the main fat depot involved in adipose tissue remodeling and energy storage, while SWAT remains unaffected^30^. This mechanism was exclusively observed in male mice while in female mice, adipose tissue remodeling occurred in VWAT and SWAT in equal but non-significant proportions^31^. Even though numerical VWAT accumulation occurred in KO mice of both sexes in the present study, VWAT volume differed to a greater extend in mKO (+ 33%) compared to fKO mice (+ 21%).

The VWAT is not only a storage tissue but also a secretory endocrine organ^32^. Circulating FFA and leptin concentrations correlate with VWAT proportions^32,33^. Therefore, an increased proportion of VWAT enhances the liberation of FFA and leptin. The numerically higher VWAT proportion in KO compared to WT mice of the present study represents only a moderate weight gain since the BW of mKO mice was lower compared to leptin resistant and high-fat diet fed animals with a reported BW of ~ 50 g^8,9^. This likely explains the only numerically higher plasma FFA and plasma leptin concentrations observed in mKO compared to mWT mice. Since FFA and leptin are involved in appetite regulation and energy homeostasis^34–36^, their numerical differences in plasma concentrations also reflect the slight and thus physiological adaptions in food intake observed in both male and female KO compared to WT mice. The similar plasma concentrations of cholesterol, glucose, and insulin in both genotypes indicate that an obesity-induced insulin-resistance was not (yet) present in the KO mice.

In accordance with former reports, Mup protein was more abundant in liver and urine of mWT compared to fWT mice^3,6,37^. Consequently, the decrease in energy requirements caused by the KO was more pronounced in mKO than in fKO mice compared to their respective WT counterparts. A proportionately larger difference in energy requirements in mKO mice may explain why some of the effects (significantly higher plasma TG, hepatic TG, and hepatic cholesterol concentration) were observed in mKO but not in fKO mice compared to the respective WT mice.

In line with the observed anabolic changes, particularly among mKO mice, the hepatic transcriptome revealed an enrichment of pathways related to lipid metabolism in mKO but not in fKO mice compared to the respective WT animals. Accordingly, Pparα, which mediates energy homeostasis and is activated by circulating FFA^38^, was predicted as upstream regulator of multiple DEG in mKO mice. The observed hepatic lipid accumulation in mKO compared to mWT mice is also in line with the differential gene expression related to TG synthesis as well as lipoprotein transport and turnover observed in mKO mice in the present study. Differential gene expression of interest in this context was the upregulation of Elovl3 (involved in TG synthesis)^39^ and Apoa2 (a lipoprotein with proatherogenic properties by decreasing lipoprotein clearance)^40^, as well as the downregulation of Cyp7a1 (rate limiting enzyme of bile acid synthesis and consequently hepatic cholesterol catabolism)^41^. In contrast to the formerly reported effect of Mup administration on the regulation of key lipogenic genes such as Scd1 and Fasn as well as glucogenic genes (G6pc, Chrebp), the expression of these genes was not affected in the KO mice of the present study^8^. However, experimental setup and therefore the respective outcomes of the study by *Zhou* et al.^8^ and the present study are not entirely comparable as already outlined above.

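Scd1 (ENSMUSG00000037071) was expressed at 15400 ± 3496 CPM (SD, n = 6) in mKO and 13140 ± 4453 CPM (SD, n = 6) in mWT mice, a log2 fold change of 0.23 (standard error 0.365, adjusted p = 0.901 from edgeR's quasi-likelihood test), and its log2 fold change in females was 0.04 (standard error 0.365, adjusted p = 0.993). Fasn (ENSMUSG00000025153) changed by −0.15 in males (standard error 0.427, adjusted p = 0.952) and by −0.11 in females (standard error 0.427, adjusted p = 0.989) on the log2 scale. For G6pc (ENSMUSG00000078650) the log2 fold change was −0.21 in males (standard error 0.226, adjusted p = 0.831) and 0.04 in females (standard error 0.226, adjusted p = 0.99), and mKO mouse 4 lay at 1184 CPM apart from the other mKO mice at 599 to 733 CPM. The gene encoding Chrebp is listed as Mlxipl (ENSMUSG00000005373), with a log2 fold change of −0.04 in males (standard error 0.219, adjusted p = 0.975) and −0.07 in females (standard error 0.219, adjusted p = 0.987). All these changes were smaller than their standard errors. For Fasn, the SD was 178 CPM in mWT and 257 CPM in mKO mice at means of 381 CPM and 344 CPM, and mKO mouse 4 lay at 849.9 CPM, while the other mKO mice lay at 181.6 to 369.1 CPM. Without that mouse, the log2 fold change of Fasn in mKO mice was −0.65 (unadjusted p = 0.105 from edgeR).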

Hepatic lipid accumulation is related to increased levels of reactive oxygen species (ROS) originating from enhanced lipid peroxidation^42^. The ROS induce antioxidant defense mechanisms in the hepatocytes via the activation of Nfe2l2 and, consequently, Nfe2l2-regulated antioxidant enzymes^42^. As for Pparα, the activation of Nfe2l2 compared to WT mice was exclusively observed in mKO mice and may indicate a mechanism to cope with early developing hepatic damage^43^ caused by the KO mediated hepatic lipid accumulation.

Regulation of gene expression is partially under control of epigenetic mechanisms such as DNA-methylation of promoter regions. Methylation affects the accessibility of DNA for transcription factors with promoter regions of transcribed genes usually being hypomethylated^44^. Indeed, the identified hypomethylated DMR indicated gene activation, but effects were weak and did not reach the pre-defined cut-off required for a true DEG in differential expression analysis. Similarly, hypermethylation did not lead to significant changes in gene expression. Consequently, none of the identified DEG correlated with DNA-methylation of promoter regions in the present study, implicating that the DEG were regulated by mechanisms other than promoter DNA-methylation. Epigenetic reprogramming such as DNA-methylation is a dynamic process and a hallmark of aging in humans and mice^45^. Aging can be predicted by individual methylation pattern of selected age associated CpG^24^. In our study, mKO and mWT mice did not differ in methylation-based age prediction, suggesting a genotype-independent aging rate at the age of twelve weeks.

In line with the predicted pathway activation from transcriptome data of the present study, a higher TG and cholesterol deposition was detected in the liver of mKO but not fKO mice compared to sex-matched WT mice. The combined occurrence of hepatic TG and cholesterol accumulation with differential gene expression in mKO but not in fKO mice indicates a sexually dimorphic role of Mup in metabolism, thus matching their likewise sexually dimorphic expression^3^. Even though hepatic metabolism was affected by the KO, the unaffected liver proportion and plasma cholesterol level as well as the similar hepatic DNA methylation indicate a rather moderate metabolic effect of the KO in twelve-week-old mice. Wildtype mice start to produce substantial amounts of hepatic Mup protein at the age of eight weeks and continue throughout adulthood^1,28^. Thus, it is likely that the observed anabolic changes would become more pronounced with increasing age. Overall, metabolic effects of the KO were moderate in the young mice from the present study, and we postulate that the magnitude of effects would increase with increasing animal age.

With regard to the observed sexually dimorphic effects of the KO it needs to be considered that Mup expression has been reported to also rely on hormonal and social status^5^. This might partially limit the suitability of WT mice as reliable control group, which however raises the question how an ideal control group for the KO mouse model could look like. A stable Mup expression is not achievable since the mechanisms involved in the regulation of Mup expression are not fully elucidated^5^. A stable expression would also not reflect natural, physiological conditions. Controlled continuous administration of Mup as performed by *Hui* et al.^9^ could normalize circulating Mup levels but would avoid the energy consumption necessary for Mup production^9^. These considerations stress the relevance of our KO mouse model for translational research since it removes the variability of Mup expression that all other mouse models currently in use clearly exhibit due to the highly variable intra- and interindividual Mup expression as also observed in the WT mice of the present study. The interindividual variability in Mup expression was more pronounced in male than in female WT mice. 

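Total Mup expression ranged from 17028 to 37393 CPM among the 6 mWT mice and from 3395 to 5259 CPM among the 6 fWT mice, so the highest mouse exceeded the lowest 2.20-fold in males and 1.55-fold in females. The highest fWT mouse, mouse 3, lay apart from the others, which reached at most 3999 CPM. The coefficient of variation was 25.1% in mWT and 15.7% in fWT mice. On the log2 scale, the SD was 0.373 in mWT and 0.211 in fWT mice. On that scale, the mean absolute deviation from the group median was 0.132 larger in mWT mice (two-sided exact permutation test, p = 0.435). The test exchanged mice between the sexes without removing their difference in level. Its p-value therefore does not measure spread, and whether the spread differs stays open. The level itself, in reads as counted, was 6.48-fold higher in mWT than in fWT mice (two-sided exact permutation test, p = 0.00216, the smallest p that the group sizes allow).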

Still, the magnitude of the difference in Mup expression between KO and WT mice was many times higher than the interindividual variability in Mup expression of different WT mice as determined by RNAseq analysis. Consequently, we consider both male and female WT mice suitable controls for the respective KO animals used in the present study.

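The lowest mWT mouse had 37225-fold the Mup expression of the highest mKO mouse, a difference of 15.2 on the log2 scale, while the mWT mice varied with an SD of 0.373 on that scale. In females, the lowest fWT mouse had 8186-fold the expression of the highest fKO mouse, a difference of 13.0 on the log2 scale against an SD of 0.211 among fWT mice. The highest values in KO mice rest on 10 reads in males and 11 reads in females.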

In summary, hypothesis (i): “the presumed reduction in energy requirements by the KO results in an anabolic phenotype compared to WT mice" was partially confirmed by the observed significant accumulation of hepatic lipids and the numerically higher BW and VWAT proportion in mKO compared to mWT animals. Also hypothesis (ii): “the metabolic changes mediated by KO affect both the hepatic epigenome and transcriptome” was only partially confirmed as the clear adaptations in hepatic gene expression were not related to differential promoter DNA methylation. Further epigenetic modifications potentially contributing to the observed gene expression differences between mKO and mWT mice should be investigated in the future. In this context, histone modifications and in particular the transcriptionally active H3K9ac might be of interest. The H3K9ac has previously been described as a regulator of Mup5 expression^10^ and is furthermore involved in hepatic lipid accumulation^46^. The absence of the Mup gene cluster potentially leads to a shift of H3K9ac from Mup promoter regions to lipid metabolism and oxidative stress-related gene promoters stimulating the anabolic hepatic phenotype observed in mKO. In addition, a significant upregulation of pathways involved in lipid metabolism accompanied by a higher hepatic lipid deposition was observed exclusively in mKO mice, thus confirming hypothesis (iii): “the effects of the KO are more pronounced in males than in females due to the higher hepatic Mup production in male compared to female mice”. Given the higher expression of Mup in the liver of male compared to female WT mice, we conclude that Mup deletion leads to energy excess in young mice and predominantly in males. The effects might become even more pronounced with a prolonged study period.

The continuous Mup expression and conferring energy cost throughout lifespan may have implications especially for the outcome of feeding studies with a restricted food regime and long-term studies conducted in WT mice. In rodents, dietary restriction (DR) mediates an extension of life- and healthspan^47–49^. It has previously been reported that DR (− 25% compared to ad libitum control) abolishes Mup production in male mice^10^. Considering that a lack of Mup decreases energy requirements, DR in WT mice is partly compensated for by discontinuing the Mup synthesis. Thus, DR studies in mice likely overestimate the magnitude of the applied reduced energy intake and thus, the transferability of life- and healthspan effects to organisms not expressing any Mup such as humans. This is especially true for male mice because of their several times higher Mup production compared to female mice^1^. In accordance with other studies, our results therefore clearly demonstrate that the inclusion of both sexes is compulsory to conduct scientifically reliable metabolic studies^50–52^. Given the high energy requirements for Mup synthesis, we postulate that results obtained from nutrition studies in the KO mouse might be better transferrable to humans because Mup synthesis, that can in part compensate for differential nutrient supply, is removed. The potential superiority of the KO mouse as an obesity model e.g., compared to mice on a high fat diet, needs to be further elucidated in studies with an extended feeding period where an obesity phenotype may likely develop on ad libitum feeding of standard chow. With regard to previous reports that have shown inhibition of Mup expression by aging^53^, fasting^8,9^, dietary restriction^10^, overfeeding, and obesity^8,9^, studying these conditions in KO mice is expected to further improve the understanding of the metabolic implications of Mup in mice. Furthermore, the KO mouse model has recently been suggested as a useful model for human urinalysis^54^. In the KO mice, the urinary protein status was comparable to that of humans and eliminated the Mup-related masking of other urinary proteins. Regarding translational research, we presume that the absence of Mup is not limited to urinalysis but, based on the present study results, may render mice, particularly males, metabolically more similar to humans and also removes part of the inter- and intraindividual variation otherwise induced by variable Mup production in terms of pattern and amount of Mup synthesis. On standard chow, WT mice have been shown to greatly differ in cholesterol and bile acid metabolism while exhibiting rather low cholesterol levels and high bile acid levels in comparison to humans^55^. This is due to the fundamentally different regulation of cholesterol metabolism in mice and humans^56^. Mice control their plasma cholesterol concentrations by a feed-forward mechanism which is manifested in the liver. In response to hepatic cholesterol accumulation (oxysterols), bile acid synthesis is increased which in turn promotes cholesterol excretion. On the molecular level, this mechanism is triggered by activation of the liver X receptor (Lxr) and downstream Cyp7a1^57^. In humans, however, Cyp7a1 does not represent a target of Lxr and thus the feed-forward regulation of cholesterol metabolism is not conserved^56,57^. In line with the metabolic regulation observed in humans, the mKO mice, despite their higher hepatic cholesterol accumulation, showed a downregulation of hepatic Cyp7a1 expression and may thus represent a more humanized liver phenotype compared to WT mice. 

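Hepatic Cyp7a1 expression was 121 ± 66.4 CPM (SD, n = 6) in mKO and 425 ± 263 CPM (SD, n = 6) in mWT mice, with ranges of 50.8 to 248 CPM and 123.5 to 910 CPM. Of the 6 mKO mice, 5 lay below all mWT mice (two-sided exact permutation test, p = 0.00433). With each mouse of the study left out in turn, the log2 fold change in males stayed between −2.15 and −1.44. These values are not corrected for the difference in clock genes between mKO and mWT mice that is given at the end. In females, expression was 358 ± 212 CPM (SD, n = 6) in fKO and 402 ± 157 CPM (SD, n = 6) in fWT mice (two-sided exact permutation test, p = 0.52).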

In conclusion, we believe that the KO mouse has the potential to be used as an improved model to address multiple concerns in translational metabolism research which should be further elucidated.

## Material and methods

All experimental procedures involving animals were approved by the Cantonal Veterinary office of Zurich, Switzerland (license number ZH043/17) and performed in accordance with the relevant guidelines and regulations. The study is reported in compliance with the ARRIVE guidelines.

### Animals and housing

The KO mouse model was generated on a C57BL/6N background by using the CRISPR/Cas9 system as previously described^58^. In brief, a mixture of 1.2 µM Cas9, 0.6 µM sg1 (targeting upstream of Mup4), and 0.6 µM sg2 (targeting downstream of Mup21) RNAs (all obtained from Integrated DNA Technologies, Zurich, Switzerland) was injected into fertilized oocytes (n = 250) to induce the complete Mup gene cluster deletion (Fig. 1a). Embryos were transferred into C57BL/6N foster mothers. Genotyping of pups was performed by PCR of gDNA using primers spanning the Cas9 cleavage sites (Fig. 1a). The first primer pair (MupF (5’-TCATGCTCCTGCAGTCTTC-3`) and MupwtR (5ʹ-GCCTCAGATCTTCTGTTACG-3ʹ); product size: 660 bp) identified WT animals. The second primer pair (MupF and MupkoR (5’CCCTCCAAACTGACTTTCTG-3’); product size: 370 bp) identified KO animals (Fig. 1b). The PCR product sizes were controlled by gel electrophoresis on a 1.5% agarose gel. A single male founder with a complete Mup cluster deletion was identified, verified using Sanger sequencing (Microsynth AG, Balgach, Switzerland), and used for breeding of the F1 generation. A heterozygous intercross was performed to generate homozygous offspring.

Male and female homozygous KO and WT mice were identified by PCR and confirmed by Sanger sequencing as described above. Twelve animals from each genotype/sex combination were selected to result in four experimental groups: mWT, fWT, mKO, and fKO.

The experimental animals were kept in groups of two to four mice under specific pathogen free conditions at a 12 h light:12 h dark cycle, 55% humidity, and a constant room temperature of 22 °C at the ETH Phenomics Center (Zurich, Switzerland). Animals had ad libitum access to water and a standard chow diet (3430 Haltung Standard, Kliba Nafag, 16.1 MJ/kg gross energy, 13.2 MJ/kg metabolizable energy, 18.5% crude protein, 4.5% crude fat, 38% starch; Granovit AG Kaiseraugst, Switzerland). Each randomization carried out in this study was computed with the publicly available random number generator (https://www.random.org). We did not define exclusion criteria for the animals prior to the experiment. However, one mKO mouse was found dead before the beginning of the study at the age of twelve weeks and could therefore not be included in the study. The KO mice can be made available upon request.

### Metabolic phenotyping

At 12 weeks of age, individual BW was determined. Subsequently, a subset of the experimental mice (mWT = 6, mKO = 5, fWT = 6, fKO = 6) were single-housed in a Phenomaster (TSE Systems GmbH, Bad Homburg, Germany) for two days of acclimatization followed by two days of data collection. Cage position of the individual animals within the Phenomaster instrument was randomized. Individual respiratory parameters, physical activity, and nutritional behavior were automatically monitored in intervals of ten minutes. Individual gas exchange was automatically calculated by comparison to an internal reference cage via the manufacturer’s phenotyping software (Version 5.6.3, TSE Systems GmbH). The phenotyping unit maintained a continuous airflow of 0.3 l/min during measurements. Food and water were refilled when necessary. Indirect calorimetry data was adjusted for individually calculated metabolic BW (lean mass + 0.2 × total body fat mass) to normalize for body composition-dependent metabolic turnover. Lean and total body fat mass were determined as described below. Physical activity was quantified by monitoring of total movements in the horizontal (X.T) and vertical planes (Y.T) via sensor frames equipped with infrared light beams surrounding the home cage.

### Body composition analysis

Mice (mWT = 12, mKO = 11, fWT = 12, fKO = 12) were fasted for a period of 4 h. Body composition was measured following a random order. After introducing full anesthesia by inhaling 2.5% isoflurane (≈ 5 min), mice were positioned along their longitudinal axis in a microCT scanner (VivaCT80, Scanco Medical AG, Brüttisellen, Switzerland) to assess adipose tissue volume in the region of the lumbar vertebrae L1–L5. After a two-dimensional pre-scan to define boundaries of L1–L5, the microCT scan was performed using the following settings: 117 mA current, 45 kVp voltage, 250 ms integration time, 300 projections per 180°, 216 slices in 4 stacks, 16.848 mm field of view, 13 min total scan time. Images were reconstructed at a nominal istotropic resolution of 78 µm. The VWAT and SWAT volumes were computed based on the algorithm of Judex et al.^59^ using Image Processing Language (IPL; Scanco Medical AG). Briefly, the muscular abdominal wall was manually defined in the reconstructed three-dimensional microCT images and a Gaussian filter was applied to reduce noise. Next, a full body mask was generated (threshold: 7–100% grey level) and overlaid with the previously defined region of the muscular abdominal wall. Pixels in the inner abdominal region within the range of 7–12.5% grey level were considered as VWAT, while pixels outside of the abdominal wall and within the given range were considered as SWAT. The VWAT and SWAT volumes were normalized to total volume (L1–L5). The VWAT volume in % related to BW was considered as estimate for the total body fat mass^59^ used in the equation for calculating the metabolic weight described above. The microCT data was validated via correlation analysis of VWAT proportions with GWAT mass.

### Plasma collection and tissue harvesting

After exiting the microCT, mice (n = 6 per group) were immediately euthanized by cardiac puncture. Whole blood was collected into EDTA tubes and centrifuged (1200×*g*, 10 min, 4 °C). Plasma was collected and snap frozen in liquid nitrogen. Following the confirmation of death by cervical dislocation, mice were opened longitudinally to harvest and weigh liver and GWAT. Prior to statistical analyses, tissue weights were normalized to BW. The liver was snap frozen and stored at − 80 °C until further analyses.

### Analyses of metabolic markers in plasma and liver

Leptin, adiponectin, FFA, insulin, glucose, and testosterone were quantified in EDTA plasma using commercially available ELISA kits (Crystal Chem, Chicago, IL, USA; FFA: Abnova Corp., Walnut, CA, USA) according to the manufacturer's instructions. Due to inaccurate measurements of the FFA ELISA kit caused by hemolysis, FFA values from three plasma samples (mKO: 1; fWT: 2) had to be excluded from the data set for this biomarker. The TG and cholesterol plasma concentrations were measured by enzymatic assays (Analyticon Biotechnologies AG, Lichtenfels, Germany) according to the manufacturer's protocol. To determine hepatic TG and cholesterol content, frozen liver tissue (~ 100 mg) was homogenized in 2 ml isopropanol using a dounce homogenizer (tight pestle: clearance of 0.0005–0.0025 inch, 15 strokes) and incubated for 10 min while shaking at RT. Subsequently, liver homogenates were centrifuged (3000 rpm, 10 min, RT) and the collected supernatant was applied in the enzymatic assays. The obtained values were normalized to initial tissue input.

### Western Blot analysis in liver and urine

Fresh liver samples (~ 100 mg) were homogenized using a dounce homogenizer (loose pestle: clearance of 0.0025–0.0055 inch, 5–7 strokes). Cytoplasmatic proteins were isolated by adding 500 µl ice-cold pre-extraction buffer (Nuclear Extraction Kit, Abcam, Cambridge, UK). After 15 min of incubation on ice, liver homogenates were centrifuged (12,000 rpm, 10 min, 4 °C) and the supernatant was transferred into a new tube. The cytoplasmatic fractions were stored at − 80 °C.

At twelve weeks of age, hydrophobic sand (Zoonlab, Castrop Rauxel, Germany) was applied to the home cages to collect spot urine. To account for individual dilution, urine samples were normalized to urinary creatinine concentration, determined via a colorimetric assay (abcam) after deproteinization by 4% perchloric acid.

The samples (liver: 20 μg protein; urine: 1.5 μg creatinine equivalents) were loaded onto a stain-free polyacrylamide (4–20%) gel (Biorad, Cressier, Switzerland) and separated via electrophoresis. After gel activation, proteins were transferred onto PVDF membranes. Immunoblotting was performed using anti-Mup (1:500), and anti-mouse IgG (1:10,000) (both: Santa Cruz, Heidelberg, Germany). Protein bands were detected via enhanced chemiluminescence in a ChemiDoc MP (BioRad).

### Hepatic Isolation of DNA and RNA

The frozen liver tissue (~ 30 mg) was homogenized using ceramic beads (Roche, Basel, Switzerland) following standard procedures of mechanical tissue disruption. The gDNA and total RNA were extracted using the All Prep RNA/DNA Kit (Qiagen, Hilden, Germany). The purity and quantity (based on the 260:280 nm and 260:230 nm ratios) of the isolated gDNA and RNA were analyzed using a NanoDrop (peqLab, Erlangen, Germany). The RNA quality number (RQN) was determined using the fragment analyzer instrument (Agilent Technologies, Santa Clara, CA, USA). The RQN was ≥ 8.4 for all samples.

### Hepatic gene expression analysis

Sequencing libraries were prepared according to the manufacturer’s instructions of the TruSeq Stranded mRNA library prep kit (Illumina, San Diego, CA, USA) using an input of 300 ng total RNA per sample (n = 6 per group). Quality controlled libraries were sequenced in a single multiplex on a NovaSeq instrument (Illumina) in 100 bp single-end read mode. Overall, the sequencing depth was about 25 million reads per sample. Quality-based adapter trimming was executed using fastp^60^. Filtered and trimmed sequences were aligned to the mouse reference genome (GRCm38.p6) using STAR^61^ with a global alignment rate of 90%. Raw read counts were calculated with the featureCounts option of the Rsubread package^62^. For biological reliability, genes with low expression levels were excluded according to the method described by Chen et al.^63^. Accordingly, genes with less than 0.66 counts per million (CPM) in at least six out of the total 24 libraries were removed. 

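Kept as genes with at least 0.66 CPM in at least 6 of the 24 libraries, 12330 genes were tested. Read word for word, the rule removes every gene that lies under 0.66 CPM in 6 or more libraries, which left 11474 genes and removed the Mup genes, as they are not expressed in 12 libraries. With that reading, 407 genes in males and 85 in females passed the cut-off. Without any filter other than at least one count, 18682 genes were tested, of which 467 in males and 127 in females passed.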

The analysis of DEG was performed using edgeR with a cut-off *p* < 0.01 for a true DEG^64^. The obtained DEG data sets were submitted to functional annotation by performing comparative analysis of mKO and fKO mice using the Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com/index.html) tool (Qiagen).

### Hepatic DNA methylation analysis

Digestion of 500 ng of gDNA per sample (n = 6 per group) was performed using MspI (Tango Buffer; 6 h, 37 °C; Thermo Scientific, Zurich, Switzerland), followed by nucleotide end-repair and A-tailing (Klenow Fragment exo- with dCTPs, dGTPs, and dATPs in Tango Buffer; 40 min, 37 °C; Thermo Scientific) and heat inactivation (15 min, 75 °C). Next, methylated adapters (Next EM-seq Adaptors; NEB E7165A, New England Biolabs, Frankfurt am Main, Germany) were ligated to the A-tailed DNA fragments using T4 DNA ligase (HC; Thermo Scientific) overnight at 4 °C. Subsequently, bisulfite conversion of the libraries was performed followed by cleaning according to the manufacturer’s instructions (ZYMO EZ-96 DNA Methylation-DirectTM MagPrep, Zymo Research, Freiburg, Germany). Finally, the bisulfite converted libraries were amplified (10 cycles) using an uracil stalling free polymerase (Kapa Uracil + 2 × MasterMix, Roche) and purified (0.8 × SPRIselect; Agencourt, Beckman Coulter, Krefeld, Germany). Then the libraries were analysed on a TapeStation (Agilent), quantified (NEBNext Library Quantification Kit E7630), and sequenced on a NextSeq500 (HighOutput, 150 cycles, Illumina).

FastQ files were trimmed to filter out low-quality reads and adapters using Trim Galore v0.6.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Remaining sequencing reads were mapped to the reference mouse genome assembly GRCm38 using Bismark v0.22.3 with default parameters in paired-end mode^65^. The CpGs were extracted using Bismark methylation extractor v0.22.3 in paired-end mode and were subsequently analyzed for differential methylation using the R (v4.0.4) package edgeR v3.32.1^64^. With the function nearestTSS from edgeR, the CpGs were annotated to the closest gene transcriptional start site (TSS). For biological reliability, consistently methylated or non-methylated CpGs were filtered out for each sex. Similarly, CpGs with low coverage (≤ 5 total counts in at least three samples) were removed for each combination of genotype and sex. The analysis of differentially methylated regions (DMR) was restricted to the promoter region, defined as the regions located 2 kb up and 2 kb downstream of the TSS. Gene promoters were split into CpG island (CGI) and non-CGI based on their overlaps with CGIs using the R package annotatr v3.13^66^. A DMR was defined by ≥ 5% methylation difference in the sex-specific KO vs. WT comparisons and *p* < 0.05. One mKO library failed sequencing and therefore had to be excluded from subsequent DMR analysis. Mouse age was estimated using the epigenetic clock (https://github.com/EpigenomeClock/MouseEpigeneticClock) based on their RRBS profile^24^.

### Statistical analysis

Data was analyzed in R Version 3.6.2 (R core Team, 2019). Shapiro-Wilk test was performed to control for normal distribution. For normally distributed data of BW, body composition (degrees of freedom: mKO vs. mWT = 21, fKO vs. fWT = 22), organ weights (degrees of freedom: mKO vs. mWT = 10, fKO vs. fWT = 10), and all plasma biomarkers (degrees of freedom: mKO vs. mWT = 10, fKO vs. fWT = 10; FFA: mKO vs. mWT = 9, fKO vs. fWT = 8), a sex-specific two-tailed t-test was applied. For some parameters, non-normal data distribution was confirmed (males: SWAT, testosterone, total activity, liver proportion; females: VWAT, SWAT, glucose, insulin, EE, liver proportion). For these parameters, Mann-Whitney U test was performed as non-parametric alternative. Variance homogeneity of the data was controlled with Levene test. Parameters displayed sex-specific equal variances between genotypes throughout the analyzed parameters except for plasma cholesterol in males. In this case, non-equal variance between experimental groups was accounted for by performing Welch t-test for statistical comparison. Potential effects of birth date, cage, and batch were excluded by computing likelihood ratio tests. For respiratory parameters, a linear model was fitted per sex and genotype. Effects throughout the measurement period were analyzed accounting for repeated measurements. Sex-specific genotype effects at individual timepoints were calculated using two-tailed t-test (degrees of freedom: mKO vs. mWT = 9, fKO vs. fWT = 10). Data are presented as boxplots with Spear style whiskers, indicating the minimum and maximum values. A *p* < 0.05 was considered as statistically significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The Fastq files from RNAseq and RRBS experiment were deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE188156 and GSE188157 and in combination through GSE188158. All other data are included within the article, source data, and supplementary data can be made available upon request.

# Supplementary material for: The major urinary protein gene cluster knockout mouse as a novel model for translational metabolism research
**Source:** Sci Rep. 2022 Aug 1;12:13161. doi: 10.1038/s41598-022-17195-y
**Supplement:** Supplementary file 3 — Supplementary Information 3.

*Supplementary data for*

***The major urinary protein gene cluster knockout mouse as a novel model for translational metabolism research***

*Sarah Greve, Gisela A. Kuhn, Mara D. Saenz-de-Juano, Adhideb Ghosh, Ferdinand von Meyenn, Katrin Giller*

**Supplementary Tables** (separate files)

**Dataset 1:** Differential expression analysis of RNAseq data.

**Dataset 2:** Differential expression analysis of RRBS data.

**Supplementary Figures**

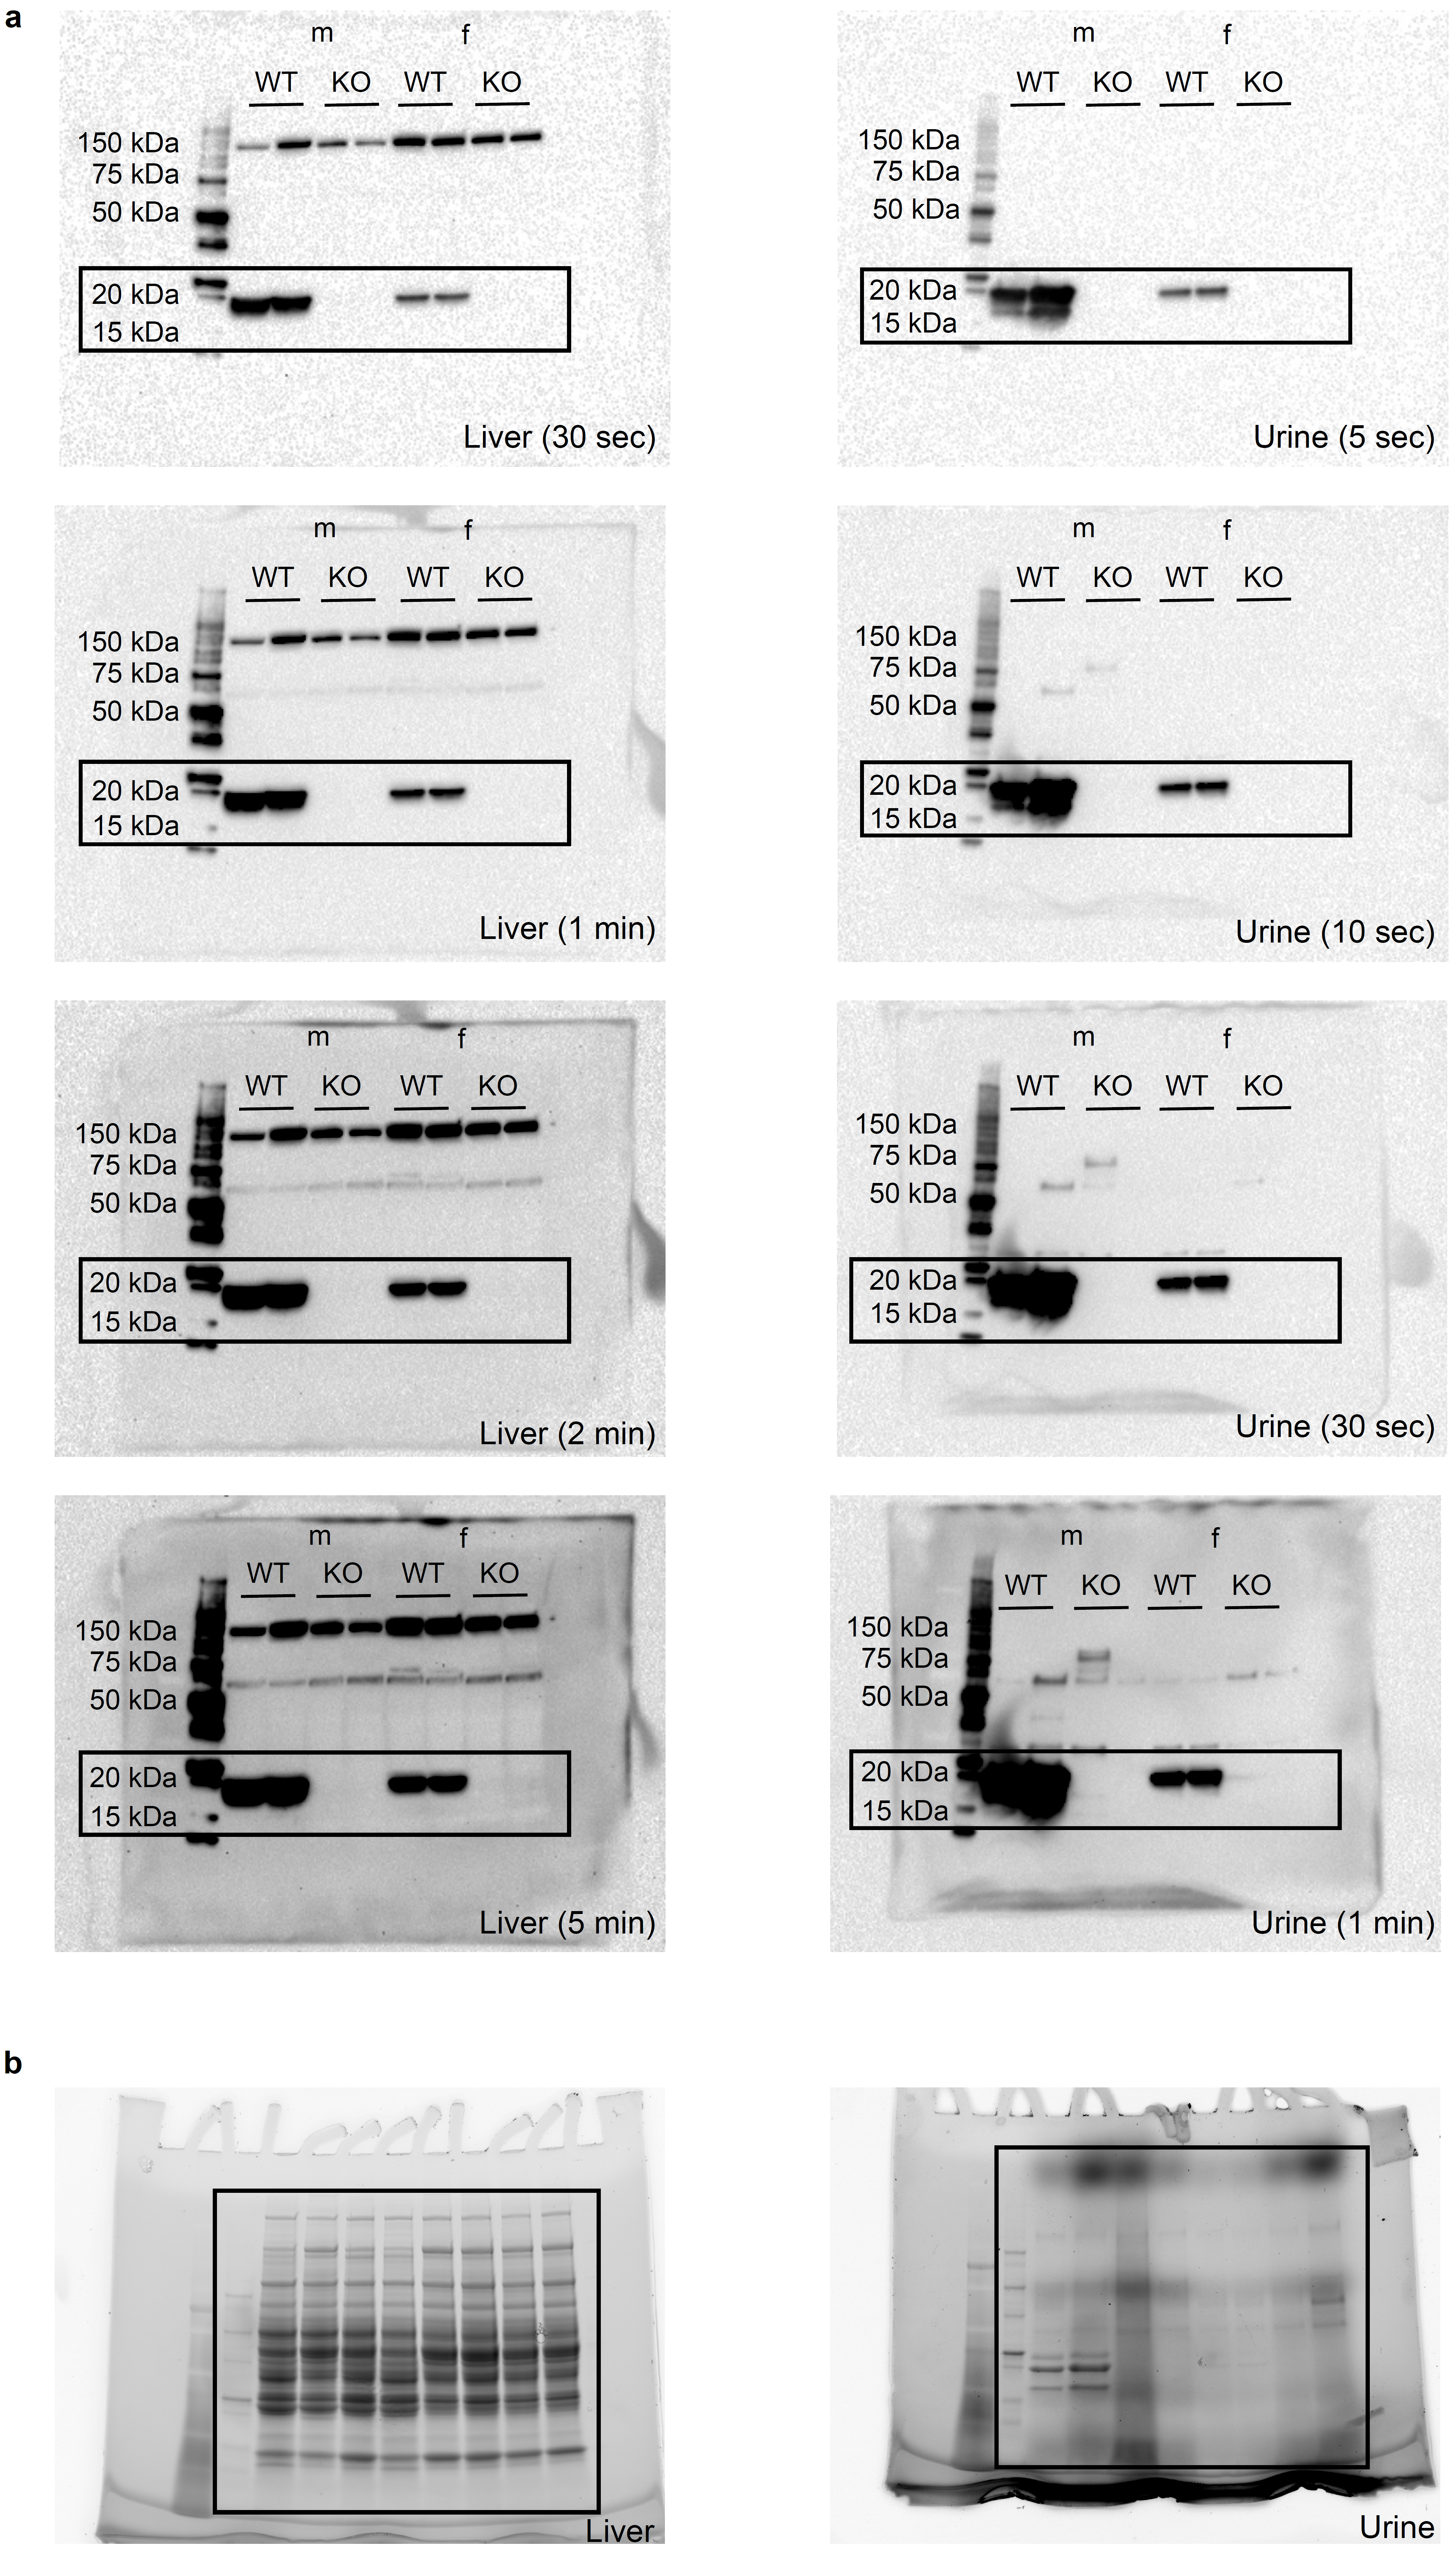

**Supplementary Fig. 1 Multiple exposure images from** original blots of representative liver and urine samples in male (m) and female (f) Mup knockout (KO) and wildtype (WT) mice. Individual exposure time is indicated in brackets. **b** Respective loading controls onto stain-free polyacrylamide gels. Black rectangles represent the cropped image in Fig. 1 of the main manuscript.

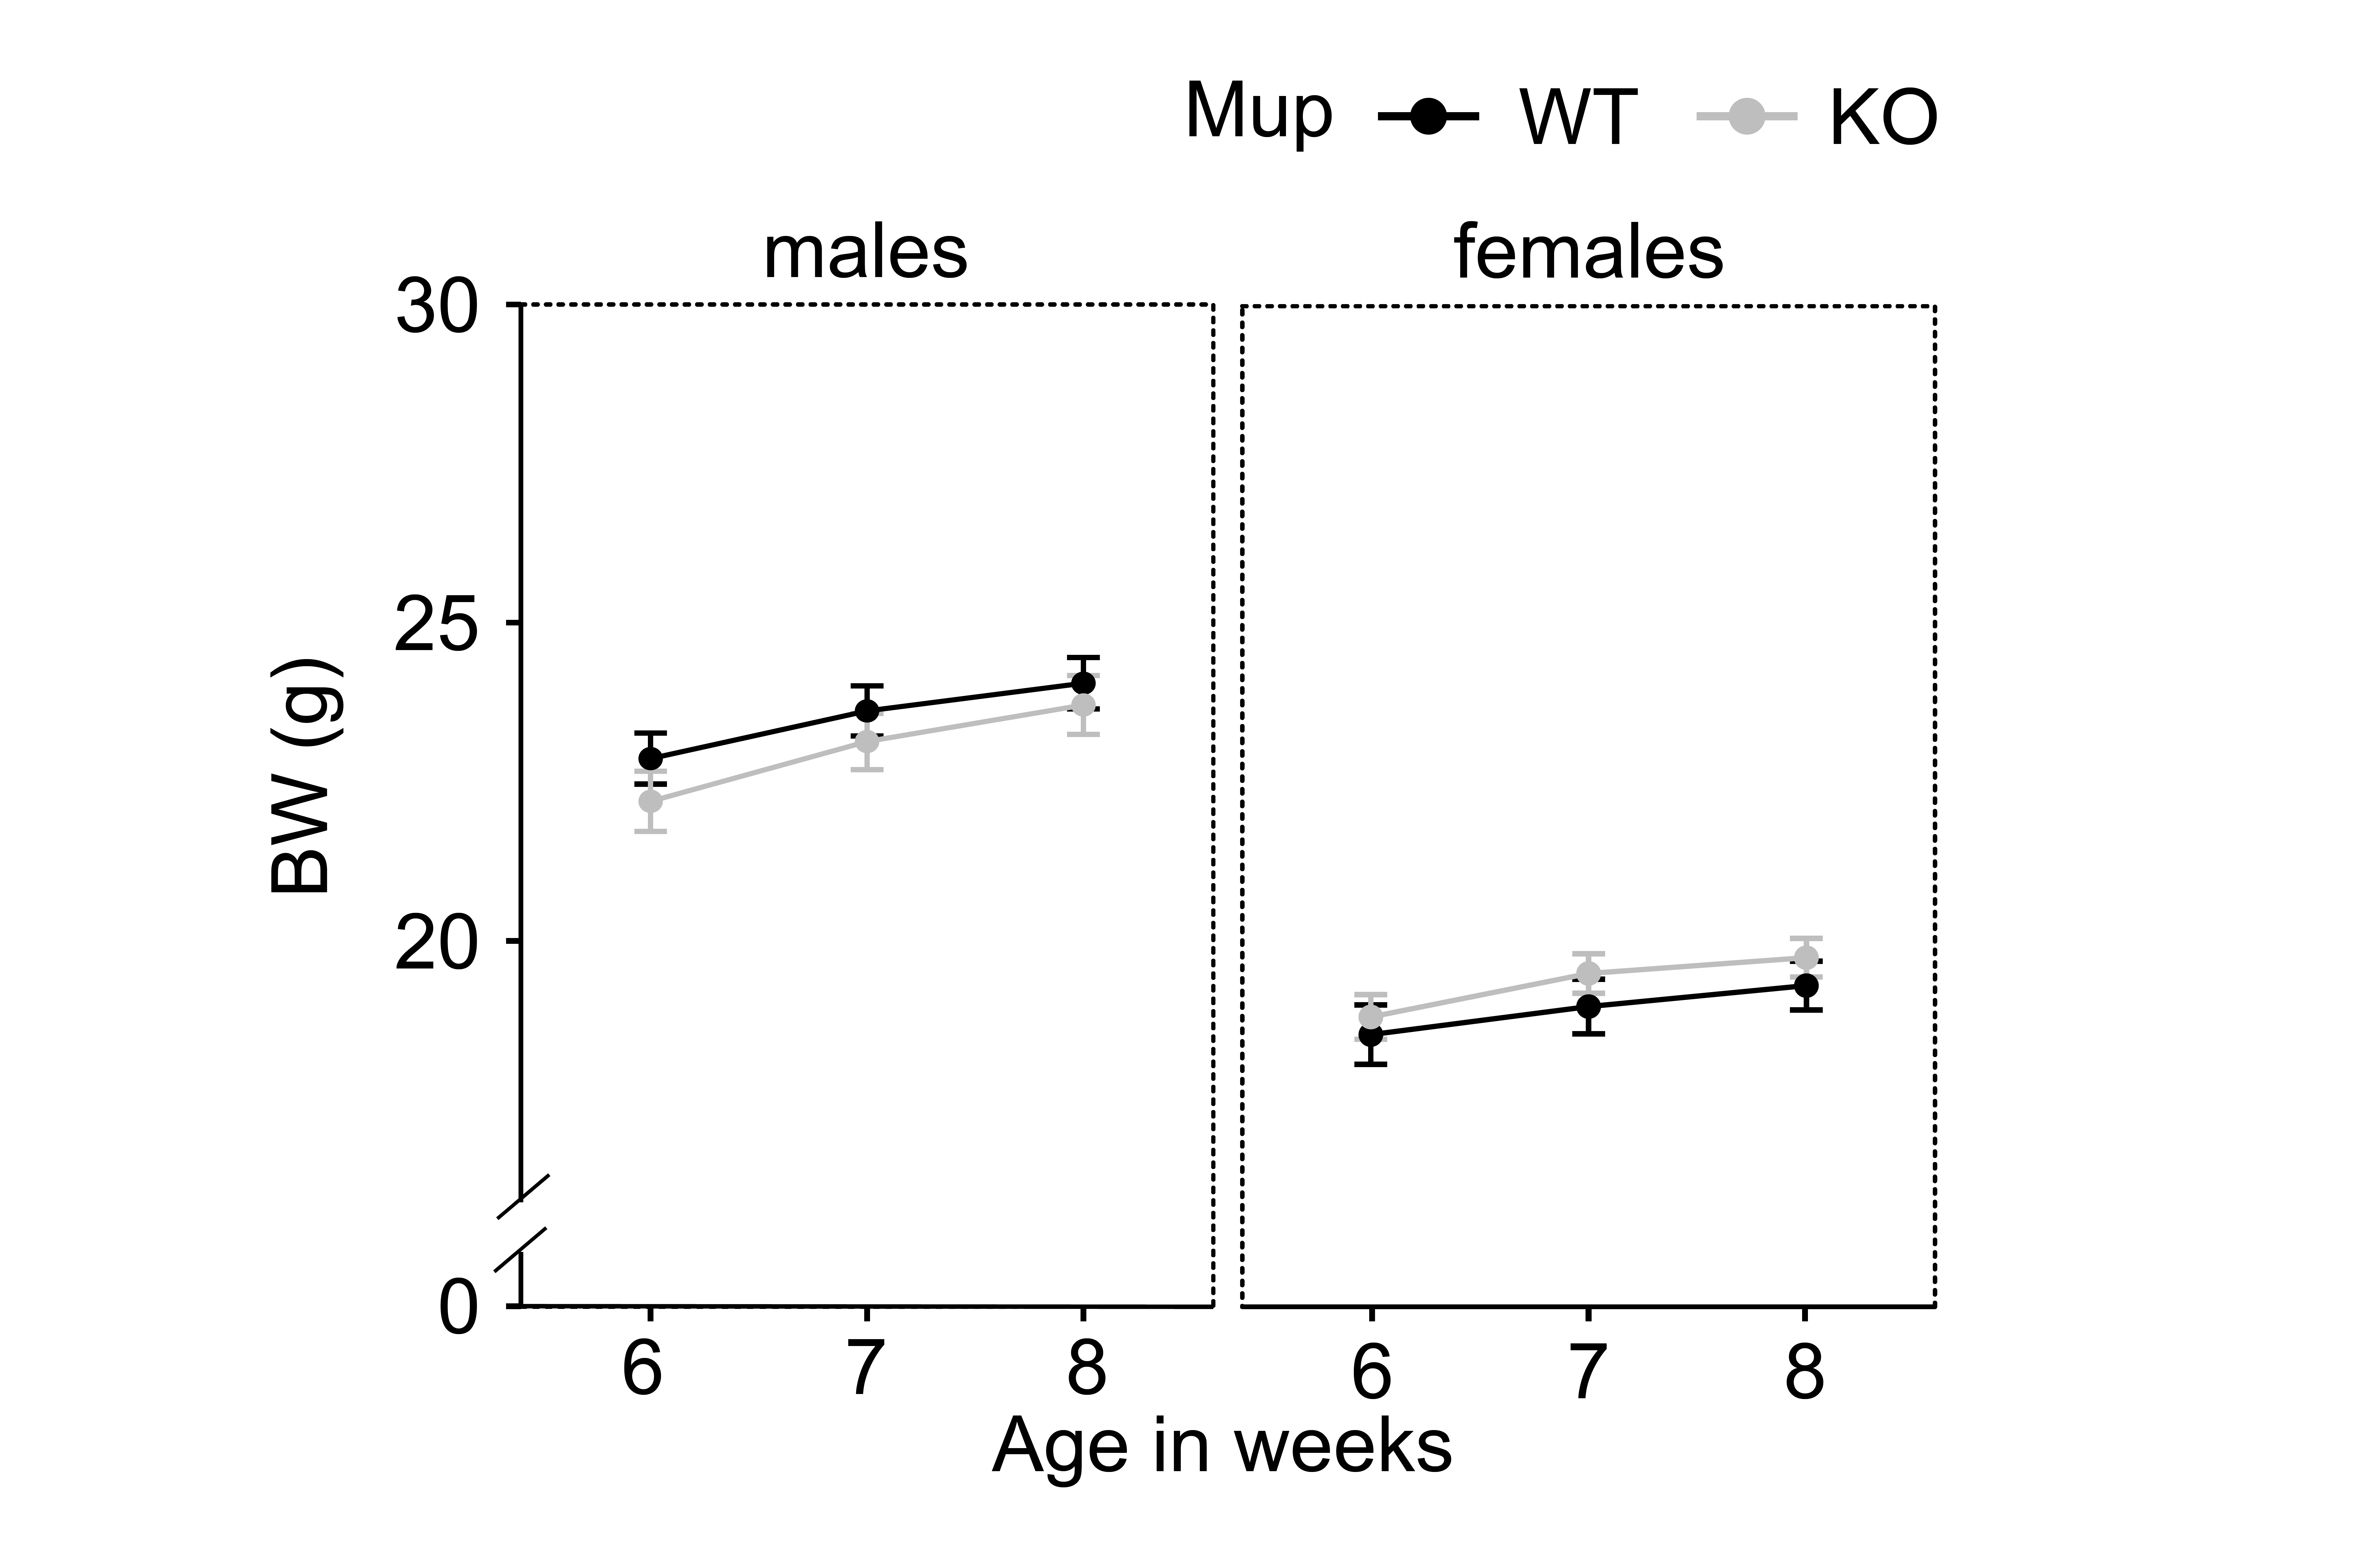

**Supplementary Fig. 2** Weekly body weight (BW) development in young mice prior to testosterone induced substantial production of major urinary protein (Mup) in male (m) and female (f) knockout (KO) and wildtype (WT) mice (mWT = 16, mKO = 16, fWT = 16, fKO = 16). Results are presented as mean ± SEM.

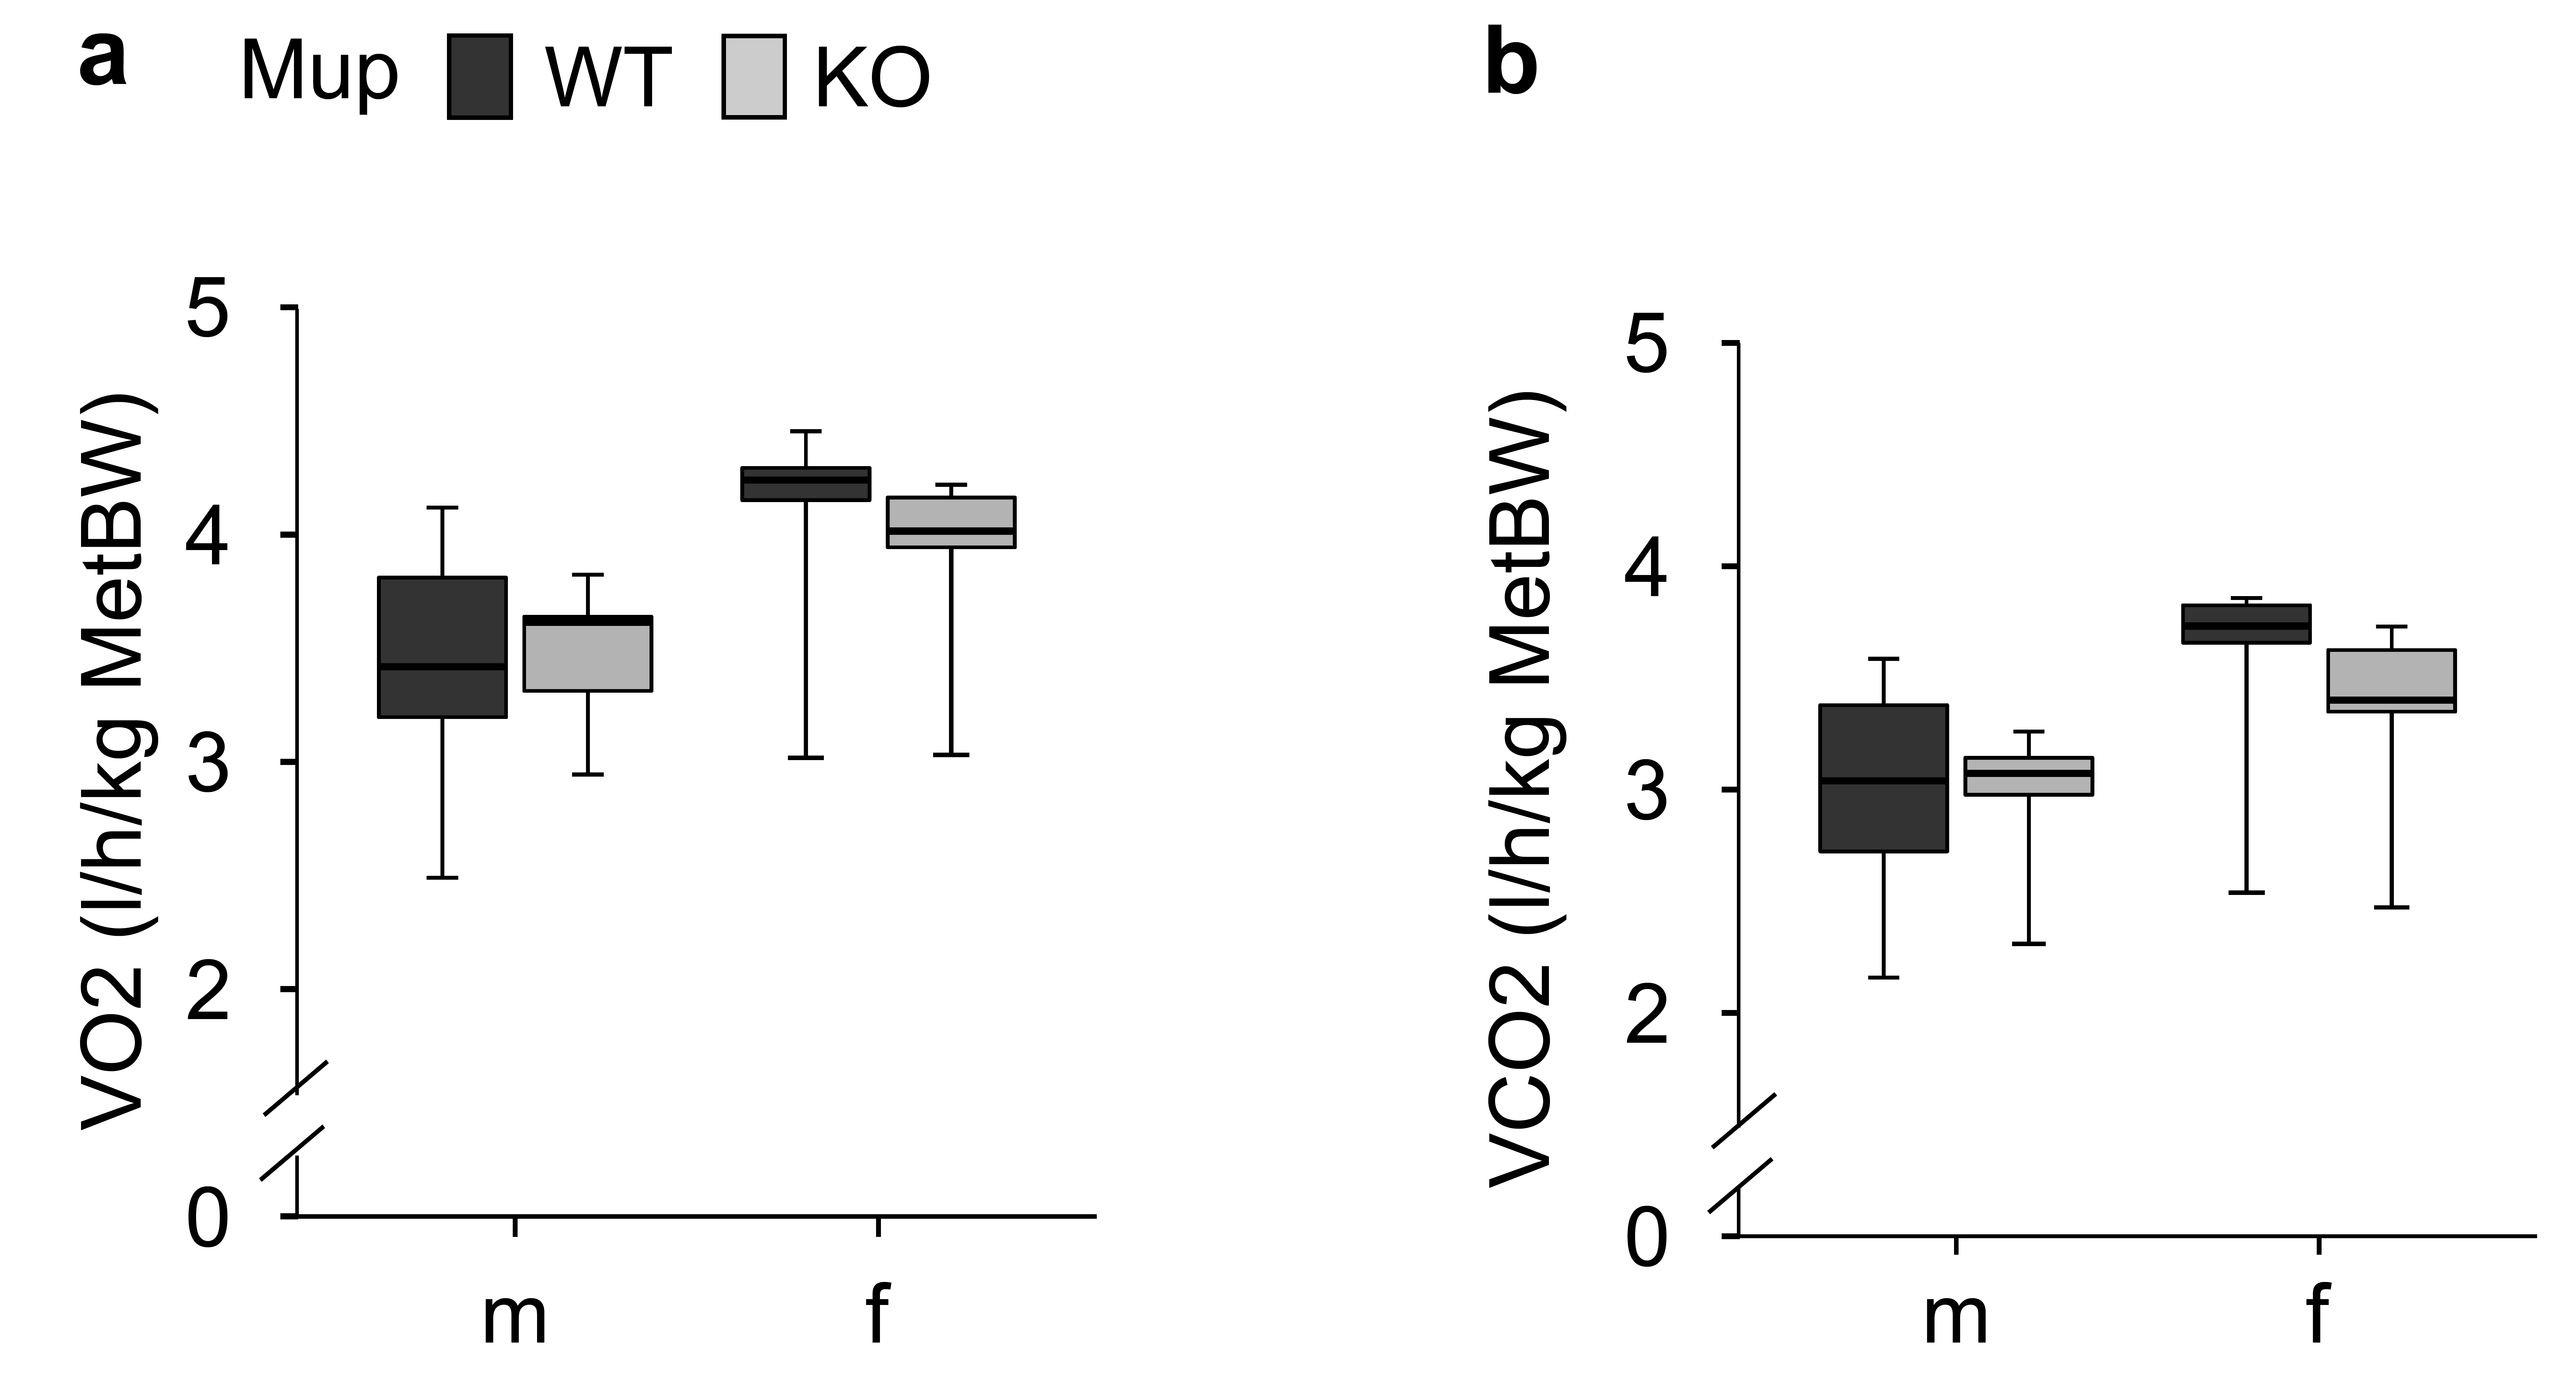

**Supplementary Fig. 3 (**a**)** Sex specific mean oxygen uptake (VO_2_) and (**b**) carbon dioxide production (VCO_2_) according to genotype monitored over 48 hours in the Phenomaster (mWT = 6, mKO = 5, fWT = 6, fKO = 6). Data was adjusted to metabolic body weight (MetBW; lean mass+0.2×fat mass). Data is presented as Spear style boxplots, where the whiskers indicate the minimum and maximum value, lower and upper hinges correspond to the upper and lower quartiles, and center line to the median.

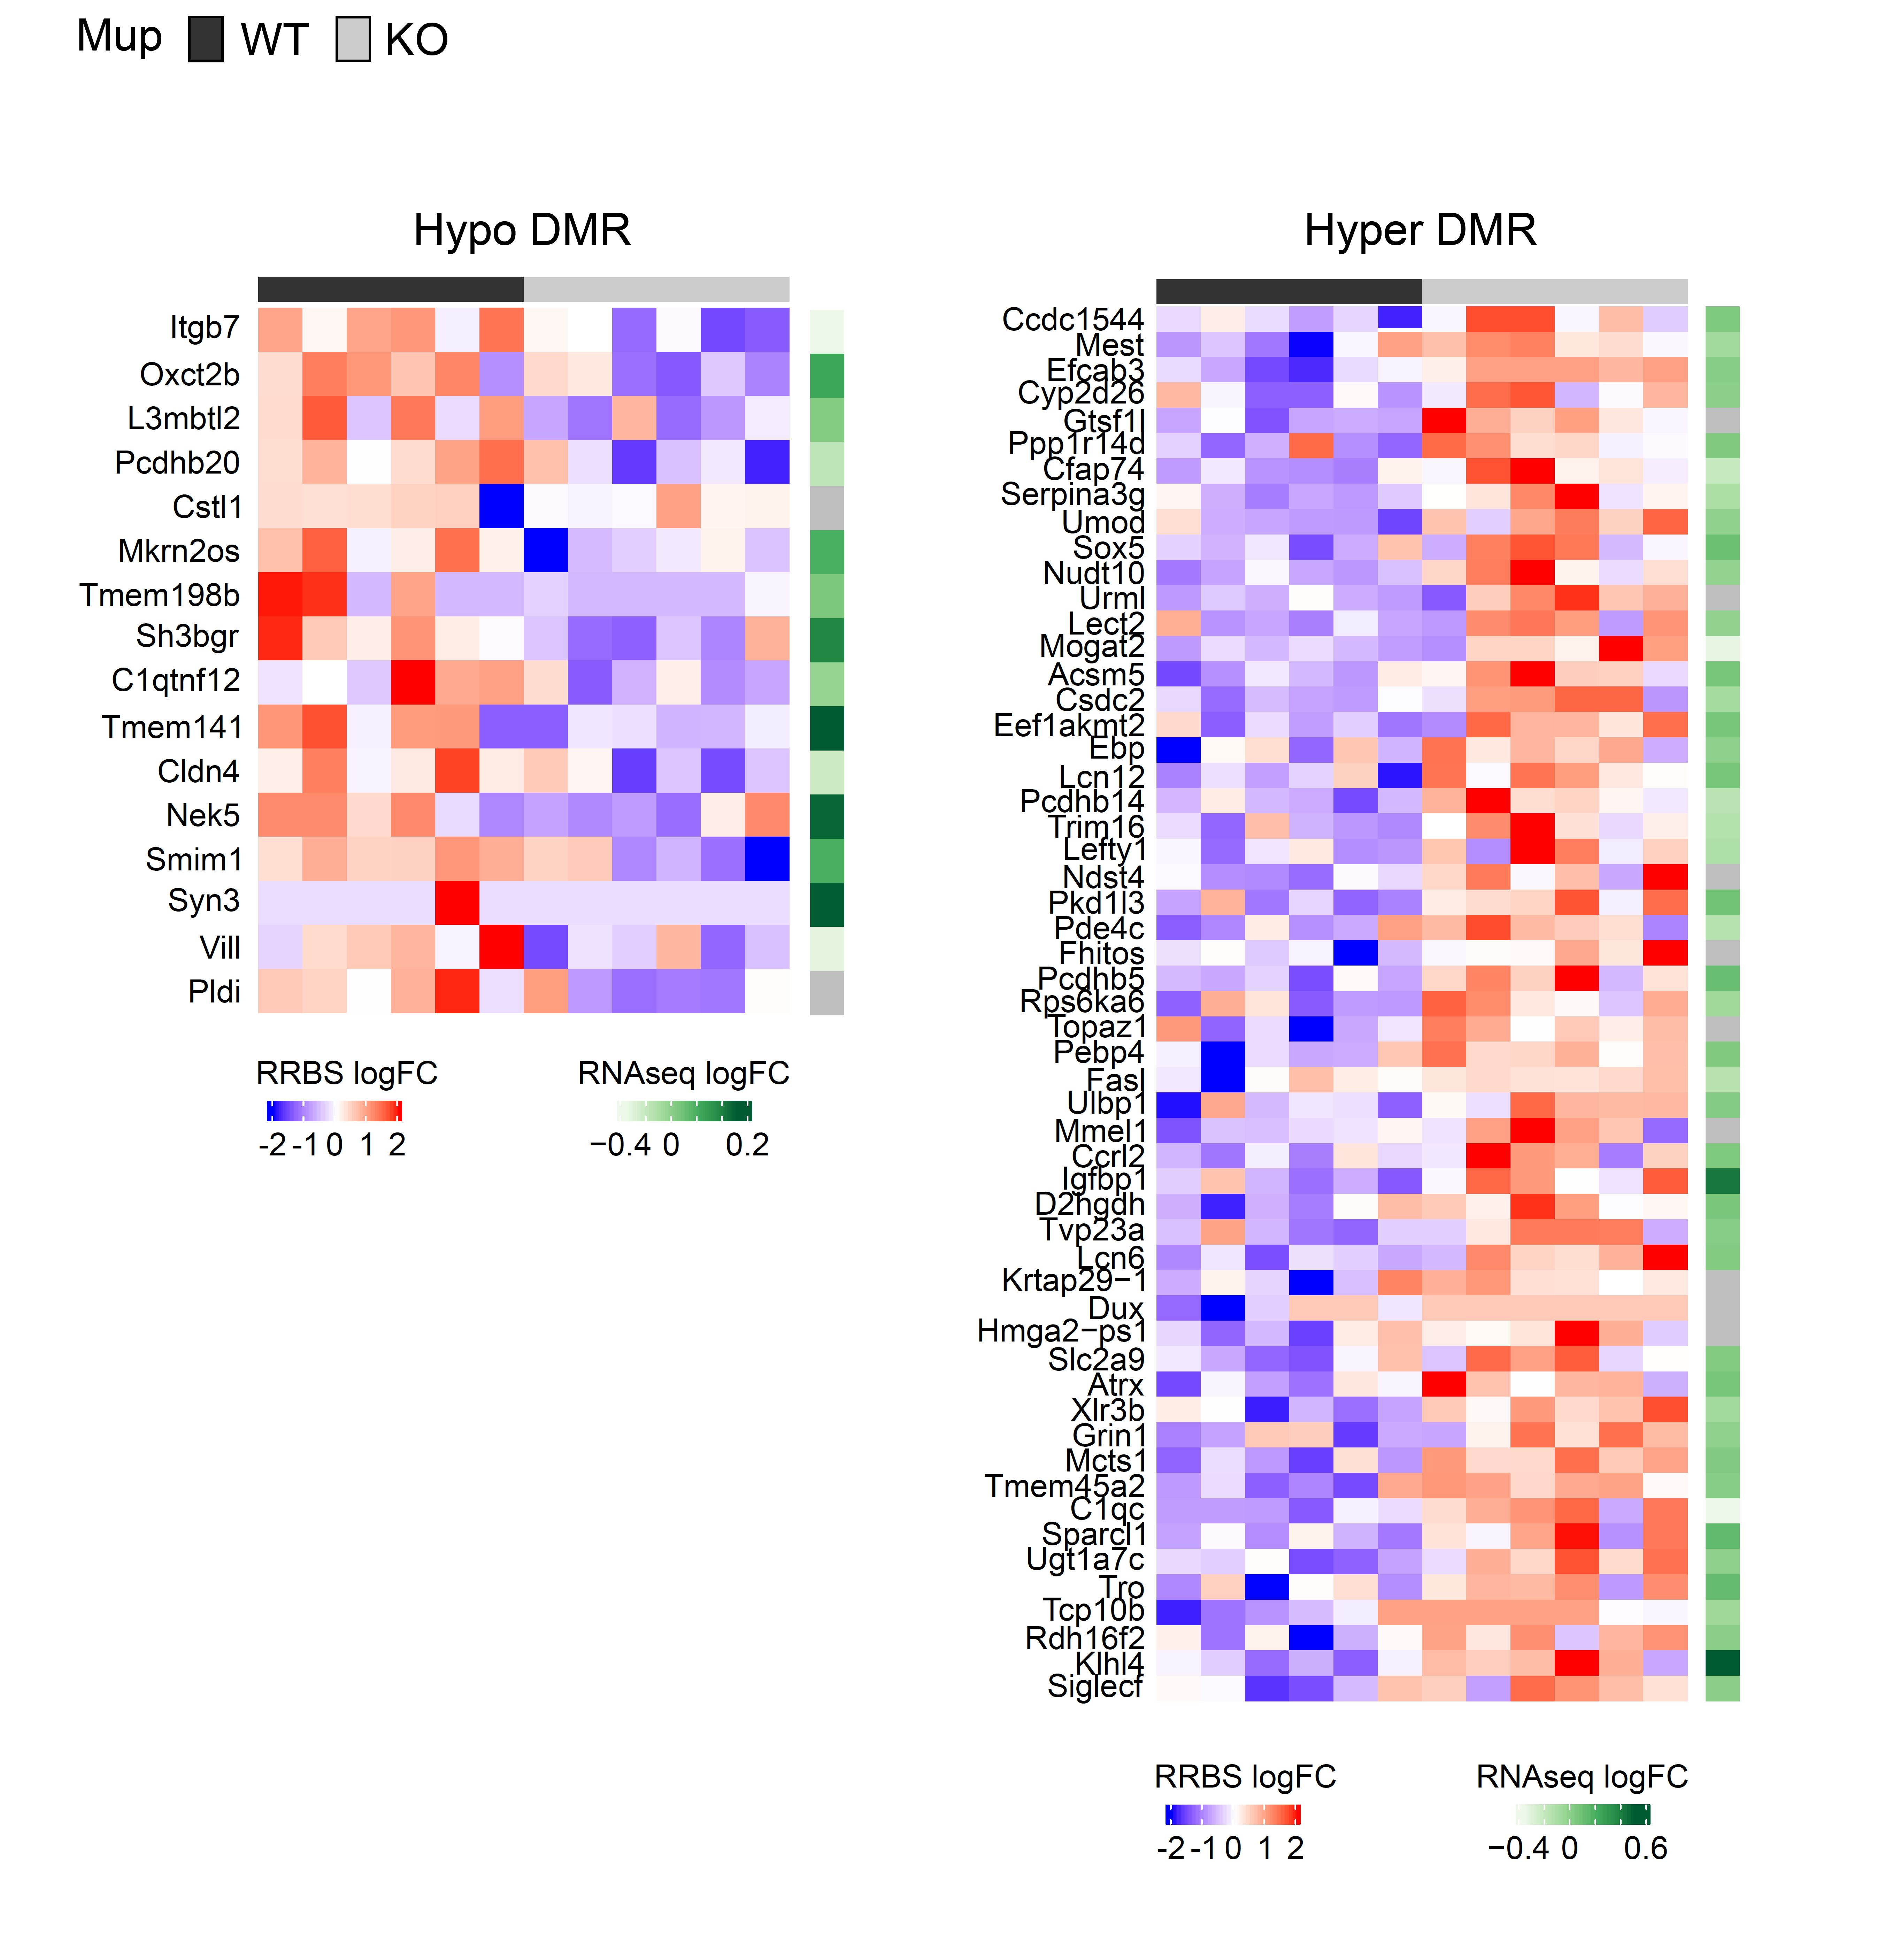

**Supplementary Fig. 4** Heatmap showing the significant (*p* < 0.05) hypo- and hypermethylated differentially methylated regions (DMR) with > 5% methylation difference in female knockout (KO) mice and wildtype (WT) mice (n = 6). Color gradient corresponds to individual DMR methylation status (red: hypermethylated, blue: hypomethylated) per sample and corresponding gene expression level retrieved from KO vs. WT differential gene expression analysis (green: upregulated, grey: downregulated)

How the deposited data were processed for this re-analysis (not part of the article)

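Hepatic gene expression was measured by RNAseq in 24 mice aged 12 weeks, 6 each of mWT, mKO, fWT and fKO, with one library per mouse. The authors prepared stranded mRNA libraries, sequenced them in one multiplexed run as 100 bp single-end reads, trimmed the reads with fastp, aligned them to GRCm38.p6 with STAR and counted them with featureCounts of the Rsubread package. The values the authors deposited are raw counts per Ensembl gene, without normalization and without a filter on low counts. The paper's text does not name the annotation release, the strand setting or the treatment of reads that map to several places, so the counts of genes with near-identical copies, such as the Mup genes, and of overlapping genes are uncertain. The group and number of each mouse were taken from the sample labels, which match the groups in the paper. Of the 25746 Ensembl genes listed, 25635 were matched to the GENCODE M21 annotation of GRCm38, from which gene symbols and coordinates were taken, and 111 were not. Gene names in Fig. 4d and Fig. 6b were read by eye, and older names were matched through their listed synonyms.

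The total count per mouse ranged from 15361901 to 26261394. At this depth a value of 3 counts, taken as the smallest detectable amount, lies under 0.2 CPM in every library (highest 0.199 CPM among the KO mice). Floors of this kind cover counting error only, since the reads carry no molecular identifiers. Replicates were compared before they were averaged, and every pair of mice of a group differed by more than the sampling noise of the counts (lowest chi-square per gene 8.07, between fKO mice 2 and 3).

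Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 0.66 CPM in at least 6 of the 24 libraries were kept, library sizes were scaled by the TMM method, and a quasi-likelihood model with robust dispersions and a mean for each of the 4 groups was fitted to all 24 libraries. The contrasts were mKO against mWT, fKO against fWT, and the difference between these 2 effects. Genes with an unadjusted p-value under 0.01 were counted, which is the paper's cut-off, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 beside them. The set tests of the genes drawn in Fig. 4d used fry of limma 3.58.1, and its camera test on ranked statistics as an alternative, with each gene counted in the direction of its change in males. Total Mup expression is the sum over the 22 Mup genes. Its level and spread in WT mice, the scores of the mice on principal components and the CPM of single genes were compared with two-sided exact permutation tests. The test of spread did not centre the values of each sex. The genes with DMR in Fig. 6b were compared with 10000 random lists of the same size and similar mean expression. Transcripts similar to Zfp37 were searched with blastn 2.17.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

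The procedure was tested on simulated counts with 200 of 12330 genes changed in males, 50 each by a log2 fold change of −2, −1, 1 and 2. Smaller changes were not simulated. Of the 200 genes, 96% were recovered with an adjusted p-value under 0.05 in males and 87.5% for the interaction, and 6.34% of the male and 3.32% of the interaction calls were false. In females, where no gene was changed, 106 of the 12330 genes had an unadjusted p-value under 0.01 and 0 had an adjusted p-value under 0.05.

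The genes named in the text were chosen by a rule set before the data were examined. They are the genes that the paper names or draws in Fig. 4d, the genes within 1 Mb of the Mup cluster, marker genes listed beforehand, and up to 10 genes outside the Mup family with the largest change among those with an adjusted p-value under 0.05 and no overlap between the 6 KO and 6 WT mice. The rule gave 6 genes in males, 0 in females and 1 for the interaction. Genes named outside the rule are marked as such.

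The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, no filter, 0.66 CPM in at least 2 libraries, the word for word reading of the filter, edgeR's filterByExpr, non-robust dispersions, the deviances of edgeR 4, a fit of each sex on its own, removal of the Mup genes before testing, the mouse number as a block within each sex, and each mouse left out in turn. The mouse numbers come from the sample labels, and mice with the same number are different animals. A filter of 1 count in at least 6 libraries, a correction for transcript length and GC content, and a principal component analysis of all expressed genes outside the Mup family were chosen after seeing the data. For each count of genes, 100 splits of the mice into groups of the same sizes were also tested, the real one included. Of these, 32 part all mice with the same number between the groups, as the real one does, and the 68 others do not.

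The pathway analysis with the IPA tool, the methylation sequencing, and the protein, lipid and phenotype measurements were not analysed here. Some single-gene results are not reported here.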

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

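The split counts of genes with an adjusted p-value outside the Mup family and with the Mup genes removed, the comparison of single mice on the CPM scale, the tests of the deletion acting on neighbouring DNA, of the genes flanking it, of few reads and normalization, and the corrections for clock phase, feeding state, gene length and GC content were chosen after the results were seen.

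Zfp37, which lies 38677 bp after the deleted cluster, is not discussed in the paper's text. Its log2 fold change was 3.539 in mKO compared to mWT mice (standard error 0.319, adjusted p = 3.17e-08 from edgeR), with higher expression in 6 of 6 mKO mice than in any mWT mouse, and 0.1378 in fKO compared to fWT mice. The difference between the sexes was 3.402 (adjusted p = 0.00562 for the interaction). Of the 32 splits of the mice that part all mice with the same number, 2 gave at least 1 gene with an adjusted p-value under 0.05 for the interaction, the real one included, and 2 of the 68 other splits did so too, so that the number of such genes alone does not set the real split apart among the 32. Few reads and the normalization were tested as an explanation over the 34 alternatives for the interaction, in which the adjusted p-value ranged from 4.287e-07 to 0.03251. Zfp37 was not tested under the word for word reading of the filter, which removes it. Reads shared with similar genes were tested next. Of the 18 genes with a stretch of at least 50 bases that is at least 90% identical to Zfp37 (at most 92.2% identical), 10 were expressed, and 1 of them, Gm35315, had an unadjusted p-value under 0.01 in males, with a log2 fold change of −0.58 opposite to that of Zfp37. That 1 gene meets the criterion set beforehand for shared reads, which disregards direction. Reads shared with Zfp37 would raise a similar gene, whereas Gm35315 fell and the other similar genes tested changed by −0.16 to 0.16, so these values go against shared reads as the source of the increase. An effect of the deletion on neighbouring DNA that is alike in both sexes would raise Zfp37 in fKO mice, where the log2 fold change was 0.1378. Among the 22 other expressed genes within 1 Mb of the cluster, 0 had an adjusted p-value under 0.05 in males. An unadjusted p-value under 0.01 was reached by 2 of them, Hsdl2 (log2 fold change 0.32) and Cdc26 (0.20). With Ambp (0.21), 3 had one under 0.05, and all 3 were higher in mKO mice, as Zfp37 was. A change of the size seen in Zfp37 was thus not shared by the flanking genes, while smaller increases in some of them are not ruled out. The paper's Dataset S2 lists Zfp37 among CpG islands in males with a log2 fold change of −0.994 and an adjusted p-value of 0.0157, which are the paper's values. As a hypothesis, the deletion may change the regulation of Zfp37 in males and not in females. Transcripts that run across the deletion could not be tested from counts per gene.

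Apart from Zfp37, 5 genes that the paper's text does not discuss had an adjusted p-value under 0.05 in males and no overlap between the 6 mKO and the 6 mWT mice. For one gene, such a separation has an exact permutation p of 0.00216, the smallest that 6 mice against 6 allow. The log2 fold changes were −0.8695 for Fgfr1 (adjusted p = 0.0175 from edgeR), −0.666 for Ripk4 (adjusted p = 0.0194), 0.5606 for Glo1 (adjusted p = 0.00145), 0.5065 for Slc39a8 (adjusted p = 0.0457) and 0.3375 for Slc3a2 (adjusted p = 0.0258). The absence of overlap was part of the rule by which these genes were chosen, so it adds no support. Over the alternatives, the adjusted p-value ranged from 0.00057 to 0.125 for Fgfr1, from 0.00142 to 0.126 for Ripk4, from 1.03e-06 to 0.02 for Glo1, from 0.00509 to 0.167 for Slc39a8 and from 0.00221 to 0.125 for Slc3a2. It was under 0.05 in 37 of the 37 alternatives for Glo1, in 31 for Fgfr1, in 29 for Ripk4, in 27 for Slc3a2 and in 21 for Slc39a8. The p-value of the interaction from edgeR was 0.000246 before and 0.62 after adjustment for Slc3a2, whose log2 fold change in females was −0.07403, 0.0009835 and 0.745 for Glo1, 0.002178 and 0.816 for Fgfr1, 0.008205 and 0.816 for Ripk4, and 0.04385 and 0.829 for Slc39a8. Over the alternatives, the lowest adjusted p-value of the interaction among these genes was 0.06808, for Slc3a2, so a difference between the sexes was not shown after adjustment.

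In males, 9 genes outside the Mup family had an adjusted p-value under 0.05, which are Zfp37, these 5 genes and Tpst1, Nfic and Cobl, the last 3 named after their values were seen. Their number was 90 with DESeq2, 33 with each sex fitted on its own and 1 with the word for word filter. Among fits that each left out a mouse, it ranged from 2 without mKO mouse 5 to 43 without mWT mouse 1. In the main setting, 1 of the 32 splits of the male mice gave at least 9, the real one itself, and the others gave at most 2. Only the real split has Mup genes among its calls, and the adjustment for the other genes depends on them. When the Mup genes were removed before testing, 2 genes had an adjusted p-value under 0.05 (1288 had an unadjusted p-value under 0.05), and 2 of the 32 splits gave as many, the real one included, so that this count does not stand apart from other splits. With all libraries thinned to the smallest total of 15361901 counts, 412 genes outside the Mup family had an unadjusted p-value under 0.01 in males and 9 had an adjusted p-value under 0.05. Of the 412, 365 were among the 417 found without thinning. A difference in library size therefore does not account for the number of genes, while the counts alone do not show whether the 9 genes are the same. After removal of trends on transcript length and GC content the numbers were 443 and 19. With the first principal component of 11 fasting and feeding genes as a covariate they were 518 and 26. With that of 17 clock genes they were 144 and 3. The clock component differed between mKO and mWT mice (two-sided exact permutation test, p = 0.00433) and not detectably between fKO and fWT mice (two-sided exact permutation test, p = 0.416). With the clock component as a covariate, Zfp37 (log2 fold change 3.671, adjusted p = 3.179e-07 from edgeR) and Glo1 (log2 fold change 0.4326, adjusted p = 0.047) kept an adjusted p-value under 0.05. The other 7 of the 9 genes did not, with unadjusted p-values from 0.0005719 to 0.002881. Their log2 fold changes kept their direction and were smaller. They were −0.4307 for Nfic (−0.4479 without the covariate), −0.4258 for Tpst1 (−0.4671), −0.7567 for Fgfr1 (−0.8695) and −0.519 for Cobl (−0.6045). For Slc3a2 the value was 0.2899 (0.3375), for Ripk4 −0.5126 (−0.666) and for Slc39a8 0.3088 (0.5065). In this fit the clock component thus took up only a part of these changes. Of the 417 male genes outside the Mup family, 102 kept an unadjusted p-value under 0.01. The 417 genes were selected in these same mice, and the 144 genes of this fit compare with 123.3 expected without any effect among 12330 genes. The 102 genes thus do not show by their number that changes beyond clock phase remain. For Zfp37 and Glo1, which kept an adjusted p-value under 0.05, the clock component does not account for the change. For the genes that did not keep an unadjusted p-value under 0.01 with the covariate, a difference in clock phase at tissue collection cannot be told apart from an effect of the KO. It remains a candidate explanation for them. The paper states that body composition was measured in a random order, and that mice were euthanized directly after the microCT scan. Variants that the KO line carries elsewhere in the genome could not be examined from counts.

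In 4 of the 82 groups of 6 mice examined, one mouse lay far from the others, where 4.1 are expected by chance. Expression was compared on the log2 scale and total counts as they are. The gap to the nearest mouse on that scale, as a share of the range of the group, was 0.6258 for total Mup expression in fWT mice (mouse 3 at 5259 CPM, the others between 3395 and 3999 CPM), 0.7028 for G6pc in mKO mice (mouse 4 at 1184 CPM, the others between 599 and 733 CPM), 0.7077 for Slc3a2 in fWT mice (mouse 6 at 39.7 CPM, the others between 33.8 and 35.4 CPM) and 0.74 for the total count in mWT mice (mouse 4 with 20133292 counts). With expression in CPM in place of log2, 7 of the 82 groups lay above the same limit, as Fasn in mKO mice (share 0.7194), Cyp7a1 in mKO mice (share 0.6805) and Il1rap in fKO mice (share 0.6487) were added to these 4, so the number depends on the scale. Since chance gives as many on the log2 scale, no biological explanation was tested.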

How the results depend on the processing

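The filter of 1 count in at least 6 libraries, the correction for transcript length and GC content and the principal component analysis of all expressed genes outside the Mup family were chosen after seeing the data, and all other alternatives were set before the data were examined.

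Total Mup expression was higher in mWT than in fWT mice under all 15 alternatives (log2 ratio 2.591 to 2.818). Its spread was also larger in mWT mice in each of them (difference 0.04023 to 0.1934). The exact permutation p for the spread ranged from 0.3615 to 0.9091. That test mixes the level with the spread, so it does not decide whether the spread differs. Apart from fits without one mouse, the number of male genes with an unadjusted p-value under 0.01 lay between 372 and 524 and that of female genes between 78 and 146. The fit with the clock component as a covariate is not among the alternatives, and its values for Apoa2, Elovl3 and Cyp7a1 are not reported here. In males, Apoa2, Elovl3, Cyp7a1 and Zfp37 kept their direction and an unadjusted p-value under 0.01 in every alternative that tested them. The log2 fold change ranged from 0.2278 to 0.3343 for Apoa2, from 1.275 to 1.833 for Elovl3, from −2.152 to −1.439 for Cyp7a1 and from 3.398 to 3.653 for Zfp37. The separation of mKO from mWT mice on principal components, taken as the lower p of the first and second component, had p = 0.002165, the smallest that the exact permutation test allows, under the 4 alternatives set beforehand. These keep the Mup genes or use genes selected by the comparison of KO with WT mice, so that they show no stability. Over all expressed genes outside the Mup family, the exact permutation p was 0.1061 for mKO and mWT mice and 0.1039 for fKO and fWT mice, so the separation over all expressed genes rests on the Mup genes. The separation of fKO from fWT mice also had p = 0.05411 over the DEG without the Mup family and p = 0.2662 with every gene scaled to unit variance in the exact permutation test, the cause of which was not tested for the scaling. For the Ppara-linked genes in fKO vs fWT, the p-value ranged from 0.05487 with camera to 0.4659.

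The counts of genes with an adjusted p-value under 0.05 moved most. In males, there were 107 with DESeq2, 48 with each sex fitted on its own, 2 with the Mup genes removed before testing and 1 with the word for word reading of the filter, against 26. In females there were 18 with DESeq2, and 0 both with the Mup genes removed (598 genes with an unadjusted p-value under 0.05) and with the word for word filter (550 genes), against 11. Outside the Mup family, the female number was 2 with DESeq2, 1 with each sex fitted on its own and 1 with the mouse number as a block, against 0. For the interaction there were 10 with DESeq2 and 0 with the word for word filter (707 genes with an unadjusted p-value under 0.05), against 1. That filter removes the Mup genes and Zfp37 from testing. The number of genes outside the Mup family that passed in the same direction in both sexes was 5 with DESeq2 and 5 without a filter, against 3. The median change of the genes with hypermethylated DMR lay at percentile 48.39 without a filter, against 59.34, and that of the genes with hypomethylated DMR between percentile 76.6 without a filter and 95.3 with the mouse number as a block, against 89.78. The share of higher genes among the female calls shifted from 50 higher and 58 lower to 88 higher and 58 lower with DESeq2, and to 51 higher and 34 lower with the Mup genes removed. Fits that left out a mouse moved it in both directions, from 23 higher and 61 lower without fKO mouse 3 to 55 higher and 48 lower without fKO mouse 4. All 11 female genes with an adjusted p-value under 0.05, 17 of the 26 male ones and 16 of the 58 lower female genes were Mup genes, and Zfp37 was the 1 gene for the interaction. Removing the Mup genes therefore accounts for the fall to 0 in females and for 16 of the lower female genes, and removing Zfp37 for the fall to 0 for the interaction. The cause of the other changes was not tested.

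With the mouse number as a block, mice with the same number being different animals, the numbers were 372 genes in males, 78 in females and 7 outside the Mup family in the same direction in both sexes, and the log2 fold change of G6pc in fKO mice was −0.003292. The correlation of the deviations of mice with the same number was −0.00752 in males and −0.071 in females, so the numbers carry no pairing that the data show.

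Across the 24 fits that each left out one mouse, the number of male genes with an unadjusted p-value under 0.01 ranged from 284 to 525, that of male genes with an adjusted p-value under 0.05 from 19 to 59, and that of genes shared outside the Mup family in the same direction from 1 to 9. The mean change of the Nfe2l2-linked genes in fKO mice ranged from −0.04185 to 0.02921. Log2 fold changes close to 0 changed sign. In fKO mice they ranged from −0.06138 to 0.01243 for Apoa2, from −0.4367 to 0.02757 for Cyp7a1, from −0.00534 to 0.09537 for Nfe2l2, from −0.1502 to 0.2534 for Scd1, from −0.3693 to 0.1798 for Fasn, from −0.112 to 0.1611 for G6pc, from −0.1708 to 0.0524 for Mlxipl, from −0.1144 to 0.3963 for Zfp37 and from −0.1982 to 0.06892 for Fgfr1. In mKO mice they ranged from −0.07783 to 0.1112 for Nfe2l2, from −0.6527 to 0.08283 for Fasn and from −0.1779 to 0.1072 for Mlxipl. With the length and GC correction, the change of Mlxipl in fKO mice was 0.006502 and that of Fgfr1 in fKO mice was 0.01102. Of the single genes, 8 results lost the cut-off in a fit without one mouse (Gclc in males in 5 fits and Spryd7 in females in 3), and 1 gained it, Ppara in males with each sex fitted on its own (log2 fold change −0.3081).

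The depth limits the genes near the filter. Mogat1 had 4 to 14 reads per mWT mouse and was tested in 30 of the 37 alternatives. Of the 417 male genes outside the Mup family, 365 kept an unadjusted p-value under 0.01 with all libraries thinned to 15361901 counts.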

Differences from the paper's values

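Under the main setting, no value that the paper states and that was also computed here differed by more than 1.5 times. Except for the statement on the variability of Mup expression, the statements below differ from the results obtained here.

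The paper states that principal component analysis does not discriminate fKO from fWT mice. Over the genes that passed the cut-off in either sex, fKO and fWT mice were separated on the first and on the second component (two-sided exact permutation test, p = 0.002165 for each). Of the alternatives set before the data were examined, removal of the Mup family (p = 0.05411 on the first component, exact permutation test) and scaling to unit variance (p = 0.2662, exact permutation test) left them unseparated on both components, and the analyses of all expressed genes did not. All expressed genes outside the Mup family, an analysis chosen after seeing the values, also left them unseparated (exact permutation tests, p = 0.1039 on the first and p = 0.9675 on the second component).

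The paper states that lower genes shared by both sexes were limited to the Mup cluster. Outside the cluster, Pacs2 was lower in both sexes here, with log2 fold changes of −0.27 in males and −0.26 in females, and it is also listed among the DEG of both sexes in the paper's Dataset S1. Pacs2 was not called in both sexes with each sex fitted on its own. With the length and GC correction, chosen after seeing the values, no gene outside the Mup family was called as lower in both sexes. The same dataset lists Plekhg6 as lower in both sexes and Gm4788 as lower in males and higher in females. Here the male p-value from edgeR was 0.01001 for Plekhg6 and 0.01117 for Gm4788, just above the cut-off. Plekhg6 was called in both sexes with DESeq2, without a filter, with the word for word filter, with the deviances of edgeR 4, with each sex fitted on its own, with the Mup genes removed, with the mouse number as a block (an unadjusted p-value of 0.005985 in males) and with the filter of 1 count in at least 6 libraries, which was chosen after seeing the values. Gm4788 was called in both sexes with DESeq2, without a filter, and with the filter of 1 count and the length and GC correction, both chosen after seeing the values. Of the 24 fits that each left out one mouse, 5 called Plekhg6 and 4 called Gm4788 in both sexes.

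Of the Mup genes, the paper's Dataset S1 lists 20 in both sexes, which is the paper's count, and here 16 of the 17 tested passed in both. Without a filter, 20 of 22 passed in both, and so they did with the filter of 1 count in at least 6 libraries, chosen after seeing the values.

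As its names were read by eye, Fig. 4d draws Acat2 and Gstm5 as differentially expressed in mKO mice. Some other names drawn there match no mouse gene. Whether the drawn names stand for the mouse genes Acat2 and Gstm5 tested here is therefore not certain. Their log2 fold changes were 0.11 (unadjusted edgeR p-value 0.465) and −0.06 (unadjusted edgeR p-value 0.649), and no alternative brought them under the cut-off in males.

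The paper places Gclc and Apoa2 among the top upregulated genes in mKO mice. Among the 222 higher genes, Gclc ranked 49 by log2 fold change and 137 by p-value, and Apoa2 ranked 131 by log2 fold change and 19 by p-value.

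The paper states that the variability of Mup expression was more pronounced in male than in female WT mice. The values here had the same direction. The coefficient of variation was 25.1% in mWT and 15.7% in fWT mice, and the difference in spread on the log2 scale was 0.132 (two-sided exact permutation test, p = 0.435). That test did not remove the difference in level between the sexes, so it does not decide whether the spread differs.

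The paper's numbers of genes were reached exactly under some settings. The filter of 1 count in at least 6 libraries, chosen after seeing the values, left 16267 genes tested, 461 male DEG, 571 DEG in either sex, and 203 lower and 234 higher in males alone and 42 lower and 69 higher in females alone, which are the paper's reported values. It gave 135 female DEG, as many as the paper's Dataset S1 lists, while the paper's text gives 137. The number of genes lower in males alone was also 203 without a filter and with the deviances of edgeR 4, that of genes higher in males alone was 234 with DESeq2's size factors in edgeR, and that of genes lower in females alone was 42 with non-robust dispersions and with the deviances of edgeR 4. The main setting gave 12330 genes tested, 434 male and 108 female DEG.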

Other observations

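The split count with the Mup genes removed and the tests on gene length and GC content, clock genes and carried-over reads were chosen after the results were seen, and the other tests before.

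The numbers of genes were set against other splits of the mice. For males, 2 of the 32 splits that part all mice with the same number gave as many genes with an unadjusted p-value under 0.01 as the real one, itself included, since another split gave 476 genes against 434. Among these 32 splits that share is not under 0.05. Outside the Mup family it was again 2 of 32 splits, and of the 68 other splits 0 reached the count, with at most 267 genes, so that 2 of all 100 splits gave as many. Whether the male count stands apart from a chance split thus depends on which splits are compared. For an adjusted p-value under 0.05, 1 of 32 splits reached the count in males and 1 of 32 in females, the real one in each, and in females all of these genes were Mup genes. With the Mup genes removed before testing, 2 of 32 splits reached the male count of 2 genes. In females, 17 of 32 splits gave as many genes with an unadjusted p-value under 0.01, and 20 of 32 outside the Mup family, so the female count is not distinguishable from other splits of the same mice. For the interaction at that threshold it was 16 of 32 splits. The 3 genes shared in the same direction outside the Mup family were reached in 1 of the 32 splits, the real one, but in 11 of the 68 other splits. The mean change of the Ppara-linked genes in females was reached in 6 of 32 splits and that of the Nfe2l2-linked genes in 29 of 32 splits. For the genes with DMR in males, the median change was reached in 14 of 32 splits for hypomethylated and in 32 of 32 splits for hypermethylated DMR. The overlap of DMR genes with male DEG was 0, which 32 of 32 splits reach, so that this test could not have come out otherwise.

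Changes in mKO mice showed a trend with gene length. The rank correlation of the log2 fold change with exon length was −0.207 in males, across 12301 genes, which are not independent replicates (exact permutation over splits of the male mice, p = 0.08225). The median exon length was 3041 bases for the higher and 5812 bases for the lower male DEG, against 4442 bases for all genes tested, and 2613 bases for the Ppara-linked and 2683.5 bases for the Nfe2l2-linked genes. For GC content in males the correlation was −0.0216 (exact permutation p = 0.9632), and in females it was 0.117 for length (exact permutation p = 0.4307) and −0.387 for GC content (exact permutation p = 0.1255). Other splits of the mice gave correlations as large, so the trends cannot be told apart from differences between mice unrelated to genotype. After the correction for length and GC content, 327 of the 417 male genes outside the Mup family kept an unadjusted p-value under 0.01, among them 38 of the 46 genes drawn around Pparα and Nfe2l2 (82.6%) and 289 of the 371 others (77.9%), and the median exon lengths were 3979 bases for higher and 4922 bases for lower genes.

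Of 17 expressed clock genes, 12 were lower in mKO than in mWT mice. Adjusted over the list, the adjusted p-value was under 0.05 for Per2 (log2 fold change −1.11, adjusted p = 0.0431) and for Hlf (log2 fold change −0.35, adjusted p = 0.0452, both from edgeR), among the genes reported here. With the first principal component of these genes as a covariate, 144 genes outside the Mup family had an unadjusted p-value under 0.01 in males, of which 102 were among the 417 without it. A difference in the time of day at tissue collection may contribute to the male DEG, and an effect of the KO on the clock cannot be told apart from it.

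The 12 KO libraries held 23 Mup reads, against 3253152 in the 12 WT libraries. Reads carried over between libraries sequenced together are a candidate source. At the same rate, 0.309 reads of Y-linked genes are expected in the female libraries from the 43640 in male libraries, and 2 were found, within the Poisson upper bound of 2, so the test does not settle the source. No biological explanation was tested.

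A shift of the mKO liver toward the female pattern was tested as a hypothesis. Across 404 sex-biased genes, which are not independent replicates, the correlation of the change in mKO mice with the difference between male and fWT mice was −0.0402 (two-sided exact permutation test over splits of the male mice, p = 0.7814), and such a shift was not detected.

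The make-up of total Mup expression differed between the sexes. Mup3 held 38.5% of the Mup reads in mWT and 90.9% in fWT mice, Mup20 22.6% and 2.20%, and Mup7 18.6% and 0.263%. Reads of near-identical Mup genes can be exchanged or dropped in counting, so these shares are uncertain.

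The paper's Dataset S1 and the calls made here had 414 male and 96 female genes in common.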
